# A signature of renal stress resistance induced by short-term dietary restriction, fasting, and protein restriction

**DOI:** 10.1038/srep40901

**Published:** 2017-01-19

**Authors:** F. Jongbloed, T. C. Saat, M. Verweij, C. Payan-Gomez, J. H. J. Hoeijmakers, S. van den Engel, C. T. van Oostrom, G. Ambagtsheer, S. Imholz, J. L. A. Pennings, H. van Steeg, J. N. M. IJzermans, M. E. T. Dollé, R. W. F. de Bruin

## Abstract

During kidney transplantation, ischemia-reperfusion injury (IRI) induces oxidative stress. Short-term preoperative 30% dietary restriction (DR) and 3-day fasting protect against renal IRI. We investigated the contribution of macronutrients to this protection on both phenotypical and transcriptional levels. Male C57BL/6 mice were fed control food ad libitum, underwent two weeks of 30%DR, 3-day fasting, or received a protein-, carbohydrate- or fat-free diet for various periods of time. After completion of each diet, renal gene expression was investigated using microarrays. After induction of renal IRI by clamping the renal pedicles, animals were monitored seven days postoperatively for signs of IRI. In addition to 3-day fasting and two weeks 30%DR, three days of a protein-free diet protected against renal IRI as well, whereas the other diets did not. Gene expression patterns significantly overlapped between all diets except the fat-free diet. Detailed meta-analysis showed involvement of nuclear receptor signaling via transcription factors, including FOXO3, HNF4A and HMGA1. In conclusion, three days of a protein-free diet is sufficient to induce protection against renal IRI similar to 3-day fasting and two weeks of 30%DR. The elucidated network of common protective pathways and transcription factors further improves our mechanistic insight into the increased stress resistance induced by short-term DR.

Dietary restriction (DR) is a reduction in food intake without malnutrition^1^. Long-term DR is known to extend lifespan, increase overall health and improve resistance to multiple stressors in a wide variety of organisms^1^,^2^,^3^,^4^,^5^. Although the effect of DR on human lifespan is unknown, studies demonstrate a favorable impact on metabolic parameters associated with long-term health^6^,^7^,^8^. In addition, DR has been shown to protect against acute stressors including toxic chemotherapy^9^, paracetamol intoxication^10^, and oxidative stress induced by ischemia-reperfusion injury (IRI)^1^,^11^,^12^. In clinical kidney transplantation, renal IRI is a major risk factor for organ damage which may result in acute kidney injury^13^, primary non-function^14^, delayed graft function^15^, and acute and chronic rejection^16^ of the graft. After kidney retrieval, cessation of the blood flow (ischemia) leads to hypoxia, nutrient deprivation, and accumulation of metabolic waste products^15^,^16^. Reperfusion of the ischemic kidney promotes the generation of reactive oxygen species, triggers apoptotic cell death, and promotes the activation of an inflammatory response resulting in profound tissue injury^17^. Prevention or amelioration of renal IRI could increase graft quality, and prolong graft survival. Unfortunately, no effective treatment to reduce or prevent IRI is currently available.

Using renal IRI as a model, we previously demonstrated that the benefits of DR on IRI are induced rapidly: two and four weeks of 30% preoperative DR as well as three days of fasting reduce renal injury and strongly improve survival and kidney function after renal IRI in mice^1^,^12^. Hence, DR is a potential intervention for living kidney donors to reduce IRI and improve the transplantation success rate. Whether the protective effect of short- and long-term DR is based on the reduction of calories per se, or specific nutrients, was first investigated in fruit flies, in which long-term protein restriction contributed more to lifespan extension than a reduction in carbohydrates^18^. In mice, glucose supplementation did not interfere with fasting-induced protection against renal IRI, which also points towards a role for specific (macro-)nutrients in inducing acute stress resistance^11^.

In this study, we investigated the role of specific macronutrients in inducing resistance against renal IRI by unrestricted feeding of protein-, carbohydrate-, and fat-free diets. We showed that the absence of protein for three days is sufficient to induce resistance against renal IRI and revealed common pathways and transcription factors that are implicated in the protective effect of calorie restriction, induced by two weeks of 30%DR, three days of fasting, and protein restriction.

## Results

### Absence of dietary protein induces protection against renal IRI

To determine the effect of short-term macronutrient deficiency on renal IRI, we provided 10-day, 14-day or 3-day regimens of protein-free, carbohydrate (CHO)-free and fat-free diets before inducing renal IRI.

As previously shown, mice that were fed a protein-free diet for six or 14 days tend to voluntarily decrease their food intake as compared to animals that were fed a normal diet^19^. We indeed found that mice fed a protein-free diet for 10 days decreased their dietary food intake by approximately 30% (Figure S1A), resulting in significant body weight loss up until 20% on day 10 (Figure S1B). The reduction in food intake and body weight was less substantial in mice fed a CHO-free diet for 14 days. A fat-free diet for 14 days led to a small increase in body weight. Only the protein-free diet improved survival (Figure S1C) and kidney function (Figure S1D) following renal IRI. However, due to the reduction in food intake and body weight, the effect of the absence of protein per se could not be disentangled from the effect of calorie restriction.

Subsequently, to separate the effect of the absence of protein from calorie restriction, mice were fed a protein-free diet for three consecutive days. We first showed that survival and kidney function of mice receiving 30%DR for three days did not differ from mice fed ad libitum (Fig. 1A,B)^11^. Mice fed the protein-free diet for three days had significantly improved survival (Fig. 1C) and kidney function compared to control mice (P < 0.05) (Fig. 1D). The energy intake during the 3-day protein-free dietary intervention was decreased, but did not significantly differ from the intake of animals fed the control diet for three days (P = 0.13) (Fig. 1E). Body weight of mice on the protein free diet decreased by 9%, while body weight of mice that were fed a control diet did not change. Mice receiving 30%DR for three days lost about 8% of their body weight (Fig. 1F).

### Common gene expression profiles between macronutrient-free diets, fasting and DR

To examine, in an unbiased manner, the transcriptomic response of the kidney, microarray analysis was performed on 45,141 probe sets in kidney samples after 3-days of fasting, three days and two weeks of 30%DR, three days of protein-, fat- or CHO-free diet, each compared to its corresponding AL fed control group. 

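Kidney RNA from 36 mice of 8 groups, 1 array per mouse, was analysed here. The cohort of 3-day fasting holds 4 fasted mice and 5 mice with ad libitum access to the SDS chow. The other cohort holds 27 arrays: 5 mice after 14-day 30%DR and their 3 SDS controls, and 5 mice on the Control diet with 5 on the 3-day protein-free, 5 on the 3-day CHO-free and 4 on the 3-day fat-free diet. The Affymetrix HT MG-430 PM arrays carry 45141 probe sets. Of these, 28898 have a single gene symbol in the annotation used here, 551 have several and 15692 have none. The 3-day 30%DR group was not analysed here. The authors normalized the signals by RMA, which gives values on the log2 scale, and from there no further normalization was applied. The median log2 value per array lay between 4.15 and 4.21 in the fasting cohort and between 3.62 and 3.76 in the other, so each cohort was fitted apart with limma. The number of arrays per group limits the precision. A differentially expressed probe set (DEPS) has a fold change of at least 1.5 and a false discovery rate under 5% over all probe sets, and this rate is the adjusted p given beside each gene. A gene is given by its DEPS with the lowest p, and within a gene group by its probe set with the highest mean signal. The 39 gene groups were written before the data were examined and tested with limma's camera, adjusted over the groups in each diet.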

As the three days of fasting on the one hand and two weeks 30%DR and 3-day 30%DR on the other hand were each performed as individual cohorts using their own control group, we had three different control groups for all interventions combined. No significant differences in gene expression profiles were observed between the different control diets (data not shown). 

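In these arrays, genes of fat synthesis and of fat cells were lower in the kidney samples of mice on the Control diet than in those of mice on SDS chow. Fat tissue taken along with the SDS kidneys was not told apart from a response to the diet. Scd1, a desaturase that makes monounsaturated fatty acids, went from 12.24 ± 0.17 (SD, n = 3) to 10.52 ± 0.59 (SD, n = 5), a log2 fold change of -1.72 (SE 0.30, adjusted p = 0.0265). Elovl6, a fatty acid elongase, had -0.95 (SE 0.18, adjusted p = 0.0368). Of 14 genes of fatty acid synthesis, 0 were higher, 2 lower and 12 did not pass the test (0 and 6 when adjusted over the list alone), with adjusted p = 3.24e-11 from camera, and adjusted p = 0.0706 with an estimated correlation. Of 5 markers of adipocytes, 0 were higher, 1 lower and 4 did not pass the test (0 and 4 when adjusted over the list alone), with adjusted p = 5.27e-09 from camera, and adjusted p = 0.0336 with an estimated correlation. The marker that fell was Fabp4, the fatty acid binding protein of fat cells, with -1.15. Adig, another gene of fat cells, fell by 1.44, and the stress-induced transcription factor genes Atf3 and Fosl2 by 1.00 and 1.11 on the log2 scale. The mean log2 signal of the adipocyte markers was 7.26 ± 0.54 (SD, n = 3) in the SDS kidneys and 5.49 ± 0.39 (SD, n = 5) in the Control kidneys. In all, 21 probe sets of 12 named genes were lower and 0 higher by limma, with 2862 at an unadjusted p under 0.05. With the adipocyte markers as a covariate, 2 of the 21 passed, Fosl2 and a probe set without a symbol. For 8 of the 21, which correlated with the markers at r under 0.3 over the 19 arrays of the other groups, the median log2 fold change was -1.01 without and -0.96 with the covariate (median SE 0.18 and 0.23), and for the other 13 it was -1.44 and -0.68 (median SE 0.22 in both). With 1 mouse left out the count lay between 2 (without SDS mouse TS56) and 25. The Gapdh control probe sets, whose 3' minus 5' difference reports on RNA integrity, gave 0.82 ± 0.14 (SD, n = 5) on Control and 1.27 ± 0.41 (SD, n = 3) on SDS arrays. These values did not pass a test (2-sided exact permutation test, p = 0.0536, adjusted p = 0.107 over 6 comparisons). With the 3' minus 5' difference as a covariate, 1 of the 14 genes of fatty acid synthesis and 1 of the adipocyte markers were called, both lower.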

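After 3-day fasting, genes of fatty acid oxidation were higher and genes of cholesterol synthesis lower in the kidney. Of 25 genes of fatty acid oxidation and ketogenesis that PPARA controls, 16 were higher, 0 lower and 9 did not pass the test (16 and 0 when adjusted over the list alone), with adjusted p = 5.26e-22 from camera, and adjusted p = 0.00563 with an estimated correlation. Pdk4, the kinase that shuts off pyruvate dehydrogenase and so glucose oxidation, went from 6.66 ± 0.09 (SD, n = 5) to 9.73 ± 0.41 (SD, n = 4), a log2 fold change of 3.07 (SE 0.15, adjusted p = 4.25e-07). The fatty acid hydroxylase gene Cyp4a10 rose by 1.79, the lipase inhibitor gene Angptl4 by 1.75 and the acyl-CoA thioesterase gene Acot2 by 1.65 on the log2 scale. Of 16 enzymes of cholesterol synthesis, 1 was higher, 8 lower and 7 did not pass the test (1 and 8 when adjusted over the list alone), with adjusted p = 1.61e-05 from camera, and adjusted p = 0.0798 with an estimated correlation. Among them Idi1, the isomerase of the isoprenoid step, had -2.65, Msmo1 -1.60 and Cyp51 -1.50, while Ebp, an isomerase late in the pathway, had 0.63. Of 20 genes of protein folding in the endoplasmic reticulum, 0 were higher, 7 lower and 13 did not pass the test (0 and 7 when adjusted over the list alone), with adjusted p = 2.09e-07 from camera, and adjusted p = 0.139 with an estimated correlation. Sdf2l1 and Creld2, both induced by unfolded proteins, fell by 1.21 and 1.00. Of 16 leukocyte markers, 0 were higher, 8 lower and 8 did not pass the test (0 and 8 when adjusted over the list alone), with adjusted p = 8.51e-07 from camera, and adjusted p = 0.207 with an estimated correlation. C1qb, a complement gene of macrophages, had -0.92 and Ptprc, the common leukocyte antigen, -0.78.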

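Cbr3 rose and Slc22a7 fell more than any other named gene after 3-day fasting. Cbr3, a carbonyl reductase, had a log2 fold change of 3.57 (SE 0.12, adjusted p = 4.18e-08) and went from 5.27 ± 0.26 (SD, n = 5) to 8.83 ± 0.15 (SD, n = 4). Aldh1a1, which makes retinoic acid, rose by 3.31 and Fgg, the fibrinogen gamma chain, by 2.51. Slc22a7, an organic anion transporter of the tubule, went from 10.72 ± 0.16 (SD, n = 5) to 7.00 ± 0.33 (SD, n = 4), a log2 fold change of -3.71 (SE 0.14, adjusted p = 8.28e-08). The mitotic kinesin gene Kif20b had -3.38, the steroid dehydrogenase gene Hsd3b2 -2.95 and the histone gene H3c15 -2.82. A probe set of Nfe2l2, the gene of NRF2, had 2.57, whereas the brightest probe set of this gene had 0.14 (SE 0.06, adjusted p = 0.154). In all, 2398 probe sets were called, 1186 higher and 1212 lower, and they cover 1105 named genes.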

The highest number of significantly differentially expressed probe sets (DEPS) was found after three days of fasting, namely 2,604, of which 1,268 were up- and 1,336 down-regulated. Two weeks of 30%DR gave rise to a five times lower number: 492 DEPS, of which 265 were up-regulated and 227 were down-regulated. 

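After 14-day 30%DR, genes of the circadian clock moved in opposite directions and genes of chaperones were lower. Of 19 genes of the clock and its output, 8 were higher, 3 lower and 8 did not pass the test (10 and 4 when adjusted over the list alone), with adjusted p = 1.03e-05 from camera, and adjusted p = 0.031 with an estimated correlation. Dbp, a transcription factor driven by the clock, went from 5.79 ± 0.55 (SD, n = 3) to 8.83 ± 0.32 (SD, n = 5), a log2 fold change of 3.04 (SE 0.32, adjusted p = 3.84e-06). The period gene Per3 rose by 1.85 and the clock repressor gene Ciart by 1.79. Arntl, which encodes the clock activator BMAL1, went from 6.09 ± 0.29 (SD, n = 3) to 3.48 ± 0.30 (SD, n = 5), with -2.61 (SE 0.22, adjusted p = 1.29e-07), and its relative Npas2 fell by 2.32. Clock itself had -0.67 (adjusted p = 0.0675) in its brightest probe set, while another probe set passed with -0.62. The 30%DR mice were fed at a set time each day and their controls ad libitum, so feeding time differed as well as the amount.

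Of 18 genes of cytosolic chaperones that HSF1 controls, 0 were higher, 10 lower and 8 did not pass the test (0 and 13 when adjusted over the list alone), with adjusted p = 3.18e-17 from camera, and adjusted p = 0.0186 with an estimated correlation. The small heat shock protein gene Hspb1 had -1.28 and the co-chaperone gene Dnajb1 -1.27, and Hspa1b, the inducible Hsp70, had -2.15 in 1 probe set and -1.59 in its brightest. Of 20 genes of protein folding in the endoplasmic reticulum, 0 were higher, 6 lower and 14 did not pass the test (0 and 7 when adjusted over the list alone), with adjusted p = 4.11e-10 from camera, and adjusted p = 0.0815 with an estimated correlation. Manf, a secreted factor of the unfolded protein response, had -1.15 and Hspa5, its main chaperone, -0.80. The mean log2 signal of the adipocyte markers was 6.03 ± 0.34 (SD, n = 5) after 30%DR and 7.26 ± 0.54 (SD, n = 3) in the SDS kidneys. Of these 5 markers 0 were higher, 0 lower and 5 did not pass the test (0 and 3 when adjusted over the list alone), with adjusted p = 0.00106 from camera, and adjusted p = 0.21 with an estimated correlation. With their mean as a covariate, 6 of the cytosolic chaperones and 0 of the genes of the endoplasmic reticulum passed, and 10 of the clock genes. In all, 415 probe sets were called, 212 higher and 203 lower, of 190 named genes. Without SDS mouse TS56 this count was 144 and without TS58 it was 241, with the adipocyte covariate 253, and with the Control mice joined to the SDS mice 903.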

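On the 3-day protein-free diet, genes of the cell cycle were lower in the kidney. Of 30 genes of the cell cycle, 0 were higher, 10 lower and 20 did not pass the test (0 and 10 when adjusted over the list alone), with adjusted p = 6.69e-19 from camera, and adjusted p = 0.00208 with an estimated correlation. Mki67, the marker of dividing cells, went from 4.69 ± 0.42 (SD, n = 5) to 3.36 ± 0.20 (SD, n = 5), a log2 fold change of -1.33 (SE 0.19, adjusted p = 0.00022). Cdk1, the kinase of mitosis, had -1.30, the cyclin gene Ccna2 -1.15 and Ube2c, an enzyme that marks cyclins for breakdown, -1.15. Depp1, a gene that FOXO factors induce, went from 5.51 ± 0.46 (SD, n = 5) to 7.74 ± 0.44 (SD, n = 5), with 2.24 (SE 0.26, adjusted p = 1.51e-05). Cp, which encodes ceruloplasmin, rose by 1.47, and Cyp24a1, the hydroxylase that breaks down vitamin D, by 1.43. Of 25 genes of fatty acid oxidation and ketogenesis, 2 were higher, 0 lower and 23 did not pass the test (4 and 0 when adjusted over the list alone), with adjusted p = 5.01e-10 from camera, and adjusted p = 0.207 with an estimated correlation. They were Pdk4 with 1.60 and Vnn1, a pantetheinase, with 0.63. Of 34 genes of oxidative phosphorylation, 0 were higher, 1 lower and 33 did not pass the test (0 and 1 when adjusted over the list alone), and the median log2 fold change was -0.13, with adjusted p = 3.18e-08 from camera, and adjusted p = 0.0174 with an estimated correlation, and 0 passed with the Gapdh covariate. Of 21 genes of the extracellular matrix, 1 was higher, 4 lower and 16 did not pass the test (1 and 6 when adjusted over the list alone), with adjusted p = 3.71e-05 from camera, and adjusted p = 0.335 with an estimated correlation. The collagen gene Col3a1 had -1.16 and the collagen crosslinking enzyme gene Lox 0.72. Both measured genes of red blood cell precursors, Alas2 and Hba-a1, fell by 1.21 and 0.85 (adjusted p = 0.000216 from camera, and adjusted p = 0.064 with an estimated correlation), and 1 of them passed with the Gapdh covariate. In all, 333 probe sets were called, 203 higher and 130 lower, of 176 named genes.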

Three days of protein-free diet induced 391 DEPS, with 230 probe sets up- and 161 down-regulated. 

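On the 3-day CHO-free diet, a glutamine transporter gene rose more than any other named gene, while no probe set passed the test on the 3-day fat-free diet. Slc38a3, the glutamine transporter that feeds ammonia production, went from 5.95 ± 0.39 (SD, n = 5) to 10.04 ± 0.37 (SD, n = 5) on the CHO-free diet, a log2 fold change of 4.09 (SE 0.22, adjusted p = 4.44e-12). Glud1, which releases ammonia from glutamate, rose by 1.43 and Bhmt, a methyltransferase of homocysteine, by 1.81. Slc34a3, a phosphate transporter of the proximal tubule, had -1.63, and Apom, an apolipoprotein that the tubule makes, went from 8.97 ± 0.31 (SD, n = 5) to 6.74 ± 0.79 (SD, n = 5), with -2.23 (SE 0.39, adjusted p = 0.000596). Of 35 genes of amino acid catabolism, 5 were higher, 0 lower and 30 did not pass the test (5 and 0 when adjusted over the list alone), with adjusted p = 0.233 from camera, and adjusted p = 0.708 with an estimated correlation. Of 5 markers of intercalated cells, 2 were higher, 0 lower and 3 did not pass the test (2 and 0 when adjusted over the list alone), with adjusted p = 0.0551 from camera, and adjusted p = 0.462 with an estimated correlation. They were Slc4a1, the bicarbonate exchanger of these cells, with 1.09 and the water channel gene Aqp6 with 0.93. Markers of other tubule segments went the other way, with 0 higher and 2 lower of 10 of the proximal tubule. Of 7 markers of the thick ascending limb 0 were higher and 2 lower, and of 4 of the distal convoluted tubule 0 and 1. Of 16 leukocyte markers, 0 were higher, 4 lower and 12 did not pass the test (0 and 4 when adjusted over the list alone), with adjusted p = 9.28e-05 from camera, and adjusted p = 0.392 with an estimated correlation, among them C1qb with -1.06. Of 48 genes of cytosolic ribosomal proteins, 0 were higher, 3 lower and 45 did not pass the test (0 and 3 when adjusted over the list alone), with adjusted p = 9.28e-05 from camera, and adjusted p = 0.463 with an estimated correlation. The Gapdh control probe sets, whose 3' minus 5' difference reports on the integrity of the RNA, gave 1.85 ± 0.62 (SD, n = 5) on the CHO-free and 0.82 ± 0.14 (SD, n = 5) on the Control arrays (2-sided exact permutation test, p = 0.00794, adjusted p = 0.0476 over 6 comparisons). With this difference as a covariate, 0 of the leukocyte markers, 0 of the ribosomal protein genes, 3 of the genes of amino acid catabolism and 1 of the markers of intercalated cells passed. So did 1 marker of the proximal tubule, and 0 of the thick ascending limb and the distal convoluted tubule.

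**Figure D1:**
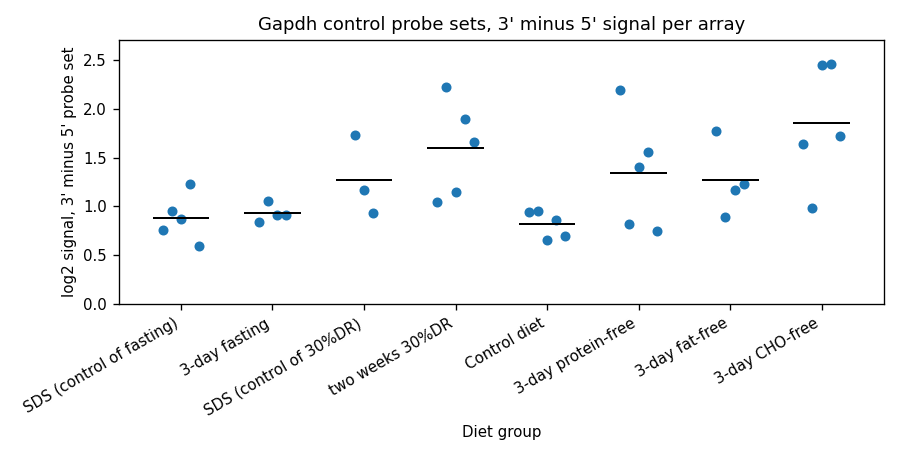
Difference between the 3' and the 5' Gapdh control probe sets in log2 units for each array, by group, with a line at each group's mean. All 5 CHO-free arrays lie between 0.98 and 2.45, above the 5 Control arrays at 0.65 to 0.96.

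In all, 1627 probe sets were called on the CHO-free diet, 611 higher and 1016 lower, of 709 named genes. With the Gapdh difference as a covariate the count was 402, with 220 higher and 182 lower, and without mice TS34 and TS35, the 2 with the highest difference, it was 565. Leaving out TS34 alone gave 1029, and leaving out TS32 alone 2612. On the fat-free diet limma called 0 probe sets, with 2089 at an unadjusted p under 0.05, which is 4.63% of all, and weighting the arrays by their quality gave 2. None of 30 cell cycle genes passed there or when adjusted over the list alone, and their median log2 fold change was -0.13 (adjusted p = 1.18e-05 from camera, and adjusted p = 0.433 with an estimated correlation).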

Of the non-protective diets, the 3-day fat-free diet did not induce any DEPS when compared to control diet fed mice, while three days of a CHO-free diet induced 1,717 DEPS containing 613 up- and 1,104 down-regulated sets. Three days of 30%DR resulted in 454 DEPS, of which 284 up- and 170 down-regulated.

Several analytic approaches were performed to compare the transcriptomic response between all diets. First, a comparison was made based on the number of overlapping DEPS and the corresponding significance of the overlap (Table 1). 

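A retinol dehydrogenase gene and a drug exporter gene were among those higher after both 3-day fasting and the 3-day protein-free diet. Rdh16f2, a retinol dehydrogenase, rose by 1.92 (SE 0.09) on the log2 scale in fasted mice and by 1.53 (SE 0.16) in protein-free mice. Abcb1b, a multidrug exporter, rose by 1.69 and 1.14. Col3a1 had -2.23 after fasting, beside its lower level on the protein-free diet. Slc22a26, an organic anion transporter, went opposite ways, with -1.06 after fasting and 1.45 on the protein-free diet. In all, 185 probe sets were called in both diets, where 17.7 would be shared by chance, and 176 of them had the same direction, 105 higher and 71 lower. Their relative overlap, the shared count over all called, scaled to the highest value that the 2 counts allow, was 52.3%.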

Based on the maximum relative overlap, the 3-day protein-free diet and 3-day fasting demonstrated the most resemblance to each other with 222 DEPS in common, corresponding to 53.3% relative overlap. 

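Fasted mice and mice after 14-day 30%DR shared 211 called probe sets, of which 100 were higher and 101 lower in both diets and 10 went opposite ways. Pigr, the receptor that carries antibodies through epithelia, rose by 1.23 (SE 0.15) after fasting and by 0.93 (SE 0.15) after 30%DR. The serotonin transporter gene Slc6a4 rose by 1.10 and 0.76, and Snx31, a sorting nexin, had -0.96 and -1.45. Slc16a1, a lactate transporter, was among those that went opposite ways, with 0.60 after fasting and -1.60 after 30%DR. The relative overlap was 46.9%, and 22.0 shared probe sets would be found by chance. Without SDS mouse TS56 the shared count was 80, and without TS58 it was 128. With the adipocyte markers as a covariate it was 131.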

Two-weeks 30%DR showed 45.9% relative overlap with three days of fasting, with 247 DEPS in common. To compare the significance of these overlapping fractions, the enrichment factors (EF) with corresponding p-values were calculated. Comparison of the two identically modified diets differing only in intervention time, namely 3-days 30%DR and two weeks 30%DR, resulted in the highest EF with a 39 times higher number of DEPS in common than would have been expected by chance (Table 1). Comparison of the 3-day protein-free diet with 3-day 30%DR resulted in an EF of 29. All enrichments were significant, with values lower than 8.66E-48, suggesting a significant common transcriptomic response between dietary interventions with the exception of a 3-day fat-free diet. 

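Each pair of the 4 diets with DEPS shared more of them than independent draws of probe sets would give, and most had the same direction. Probe sets are not independent, as several can measure the same gene, so the p values below can be too small. The 14-day 30%DR and the protein-free diet shared 73, of which 71 had the same direction (enrichment factor 23.8, 1-sided exact hypergeometric test, p = 2.31e-78). Pdxk, the kinase that makes the active form of vitamin B6, was one of them, with 0.77 and 0.92. The factors for fasting were 10.5 with the protein-free diet (exact p = 8.62e-145), 9.57 with 30%DR (exact p = 1.57e-154) and 6.33 with the CHO-free diet (exact p = 1.50e-296), from 547 shared probe sets of which 527 had the same direction. Slc34a3 was lower in both of the latter, with -1.78 after fasting. The CHO-free diet shared 108 with 30%DR (factor 7.22, exact p = 1.11e-60) and 87 with the protein-free diet (factor 7.25, exact p = 3.50e-49). The protein-free and CHO-free mice were compared with the same 5 Control mice, and with these split between the 2 comparisons the median count over 20 assignments was 34, with a factor of 5.97. With the Gapdh difference as a covariate, the CHO-free diet shared 244 with fasting, 46 with 30%DR and 33 with the protein-free diet. With the adipocyte markers as a covariate, 30%DR shared 38 with the protein-free and 66 with the CHO-free diet. Without SDS mouse TS56 30%DR shared 26 with the protein-free and 34 with the CHO-free diet, and the latter was 68 without TS55 and 53 without TS58. Without mouse TS54 the protein-free and CHO-free diets shared 131. From these enrichments, the paper proposes a shared response of the kidney transcriptome to the diets, the fat-free diet aside.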

As directionality of the DEPS was not accounted for in this comparison, we explored dendographic heat maps. Since the 3-day fasting dataset was hybridized on a different date, the date of hybridization caused a stronger effect than the biological signal (Figure S2). It was therefore not possible to integrate all complete datasets in one informative heat map analysis. 

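Over all probe sets, the first principal component separated the cohort of the fasted mice from every other group. It held 55.1% of the variance of the 36 arrays. The fasted kidneys lay at -93.2 ± 2.8 (SD, n = 4) and their SDS controls at -82.6 ± 2.35 (SD, n = 5). The SDS controls of 14-day 30%DR, fed the same chow, lay at 28 ± 2.98 (SD, n = 3), and the other groups of that cohort had means between 25.5 and 35.5. The 2 SDS groups thus differed by more than the fasted mice did from their own controls. Cohort and fasting can be told apart here only through the SDS controls of the fasting cohort.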

As a solution, we assumed 3-days of fasting to represent the widest transcriptomic protective response, and all data sets were limited to its highest number of 2,604 DEPS. 

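The genes that fasting changed leaned the same way in the other diets. Of the 2398 DEPS of fasting, 80.1% had the same sign after 14-day 30%DR, 82.4% on the protein-free diet, 84.0% on the CHO-free diet and 68.8% on the fat-free diet. For random sets of as many probe sets of like signal, the median share was 66.0%, 66.7%, 65.9% and 58.7%. Aldh1a1 shows the pattern, with 0.62 after 30%DR, 0.61 on the protein-free and 0.80 on the CHO-free diet, all passing the test, and 0.35 (adjusted p = 0.998) on the fat-free diet. Odc1, the enzyme of polyamine synthesis, had -2.11 after fasting, -0.92 after 30%DR, -0.71 (adjusted p = 0.0559) on the protein-free, -0.11 (adjusted p = 0.791) on the CHO-free and -0.02 (adjusted p = 0.999) on the fat-free diet. The median size of the log2 fold change of these probe sets was 0.78 after fasting, 0.28 after 30%DR, 0.25 on the protein-free, 0.35 on the CHO-free and 0.13 on the fat-free diet. The 3 macronutrient-free diets share their Control mice, and shared controls alone gave the protein-free and fat-free pair a median of 66.6% same signs in simulated data (range 47.0% to 81.0%), where 72.0% were observed.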

The resulting heat map (Fig. 2A) shows that the majority of the DEPS have similar directionalities, with the lowest expression levels in the fat-free diet. The horizontal dendogram, based on the (dis)similarity between expression data for probe sets, shows that three days of fasting portrays the largest differences with the other groups. However, this was an assumption, since the heat map is based on the probe sets differentially regulated after three days of fasting. Compared to 3-days of fasting, a 3-day CHO-free diet is the least clustered with the other dietary groups. 

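Over the DEPS of fasting, the log2 fold changes of the CHO-free diet joined the other diets last before fasting itself, at a Euclidean distance of 24.9 in complete linkage. Fasting joined at 45.7. Of the 4 other diets, the CHO-free diet lay nearest to fasting, at a distance of 36.9 (Pearson r = 0.667 across probe sets, which are not independent replicates). The protein-free diet followed at 39.2, 14-day 30%DR at 40.7 and the fat-free diet at 45.7. Pck1, which makes glucose from amino acids, does not follow this order, with 0.65 after fasting, 0.80 on the protein-free and 0.22 (adjusted p = 0.145) on the CHO-free diet.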

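The 3-day protein-free and 3-day fat-free diets were the first to join over the DEPS of fasting, at a distance of 17.0. The 14-day 30%DR joined them at 21.1. Ppard, a nuclear receptor of fat metabolism, fell by 0.87 on the protein-free diet and had -0.61 (adjusted p = 0.755) on the fat-free diet. Igfbp1, a binding protein of insulin-like growth factors, rose by 1.82 on the protein-free diet and had -0.11 (adjusted p = 0.998) on the fat-free diet. The log2 fold changes of these diets correlated with r = 0.548 across the probe sets. In simulated data without any effect, where both groups share their controls, r had a median of 0.480 (range -0.0506 to 0.836). Their covariance was 0.0477, within the range of the simulated data from -0.000916 to 0.0502.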

The 3-day protein-free diet clusters closely with the non-protective 3-day fat-free diet, based on the number of probe sets as well as the expression levels. Three days 30%DR had a similar cluster pattern as two weeks of 30%DR.

Subsequently, the same set of 2,604 DEPS significantly regulated after fasting compared to AL fed controls, was used for a principal component analysis (PCA) among the macronutrient free diets, two weeks-, and three days 30%DR and their control diets (Fig. 2B). 

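On the DEPS of fasting, the first 2 principal components of the other cohort held 29.5% and 18.1% of the variance. On the first, the Control kidneys lay at -11.6 ± 4.08 (SD, n = 5), the SDS kidneys at -7.33 ± 1 (SD, n = 3) and the fat-free kidneys at -6.07 ± 3.09 (SD, n = 4). On the second they lay at 4.35 ± 2.89 (SD, n = 5), 2.16 ± 1.86 (SD, n = 3) and 4 ± 2.98 (SD, n = 4). The fat-free mice did not pass a test against the Control mice on the first (2-sided exact permutation test, p = 0.0714, adjusted p = 0.0816 over 8 tests) or the second component (exact p = 0.849). Mice after 14-day 30%DR lay apart from their SDS controls, at 7.68 ± 3.53 (SD, n = 5) on the first and -9.9 ± 4.78 (SD, n = 5) on the second component (exact p = 0.0179 on each, the smallest that 5 mice against 3 allow, adjusted p = 0.0238). With each probe set scaled, they did not pass on the second component (exact p = 0.125, adjusted p = 0.143). On the components of all probe sets of this cohort they passed on neither (adjusted p = 0.381 and 0.0635).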

Samples from the control diets and the 3-day fat-free diet cluster together, with high overlap and corresponding directionality between the groups. With a large distance on the principal component (PC) 2 axis, a similar clustering was seen among the 3-day 30%DR and two weeks 30%DR samples. 

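The kidneys of protein-free mice lay at -0.719 ± 4.44 (SD, n = 5) on the first and -8.27 ± 1.96 (SD, n = 5) on the second component. They differed from the Control kidneys on both, by 10.8 on the first (exact permutation test, p = 0.0159, adjusted p = 0.0238) and by -12.6 on the second (exact p = 0.00794, the smallest that 5 mice against 5 allow, adjusted p = 0.0212). The protein-free mice and the 30%DR mice had overlapping ranges on the second component, from -10.5 to -5.25 and from -15.5 to -5.46. With probe sets scaled to unit variance, the second component no longer separated protein-free from Control mice (adjusted p = 0.0635). On the components of all probe sets of this cohort they passed on neither (adjusted p = 0.381 and 0.0635).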

The protein-free diet had its own cluster, separated on both PC axes from the other groups. The 3-day CHO-free diet resembled the DR diets, but showed no overlap with these diets and showed a large dissimilarity to the other groups.

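The kidneys of CHO-free mice lay between 2.53 and 20.9 (n = 5) on the first component and at 9.33 ± 2.03 (SD, n = 5) on the second. The first set them apart from the Control kidneys in the direction of the 30%DR kidneys, by 25.4, and the second in the other direction, by 4.98 (exact permutation test, p = 0.00794 on each, adjusted p = 0.0212). On the second component the CHO-free mice ranged from 7.46 to 12, above every 30%DR mouse. On the same arrays the 3' minus 5' Gapdh difference was higher than on the Control arrays. With scaled probe sets the difference on the second component did not pass (adjusted p = 0.138). On the components of all probe sets of this cohort they passed on neither (adjusted p = 0.0635 and 0.381), and on the second they lay in the direction of the 30%DR kidneys.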

To compare the transcriptomic responses between all dietary interventions, all DEPS were visualized in a Venn diagram (Fig. 3A). This revealed a total of 40 overlapping DEPS in the three protective diets, while 30 overlapping DEPS were also present in the non-protective CHO-free diet. 

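Here 56 probe sets were called in all 3 protective diets, where 0.163 would be found by chance, and 52 of them had one direction, 35 higher and 17 lower. Of the 56, 32 were not called on the CHO-free diet, with 18 higher and 12 lower in all 3, and 24 were called there too. Of the 32, 25 had the same sign on the CHO-free diet. Cbx7, a subunit of a chromatin repressor complex, belongs to the 32, with 0.96 after fasting, 0.96 after 14-day 30%DR and 0.62 on the protein-free diet, against -0.02 (adjusted p = 0.917) on the CHO-free diet. Cp rose by 1.64 after fasting and 0.96 after 30%DR and had 0.05 (adjusted p = 0.896) on the CHO-free diet. The histone gene H3c15 had -1.29 after 30%DR and -1.43 on the protein-free diet, against -0.64 (adjusted p = 0.0505) on the CHO-free diet. Pdxk is among the 24, with 1.89 after fasting and 1.56 on the CHO-free diet. That a probe set passed in 3 diets and not in the CHO-free diet does not show that its change differed between them, which the difference between the diets tests. With the adipocyte markers as a covariate, 30 were common to the protective diets, and without SDS mouse TS56 20 were.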

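Of the 37 probe sets with a gene in Table S1, 27 were called here in all 3 protective diets, 36 after fasting, 34 after 14-day 30%DR and 31 on the protein-free diet. Their sign matched the listed log ratio in all 3 diets for 35. Plekha7, a gene of cell junctions, rose in each, by 0.96, 0.93 and 0.75. The transporter gene Abcc4 rose by 1.76, 0.80 and 0.72. Tmem64, a membrane protein gene, had -1.22, -0.73 and -0.70, and the G protein gene Gna14 -0.95, -0.80 and -0.71. The 2 probe sets with mixed signs belong to SLC16A1, which had -0.68 (adjusted p = 0.0524) on the protein-free diet, and RRM2, a subunit of the reductase that makes deoxynucleotides. RRM2 had 0.92 after fasting, -0.85 after 30%DR and -1.27 on the protein-free diet.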

The genes corresponding to the 70 DEPS in common are listed in Table S1. Comparing 3-day 30%DR with the protective diets, a similar pattern was observed; only 15 DEPS overlapped in the three protective diets, while 47 DEPS were also present in the non-protective 3-day 30%DR diet (Fig. 3B). However, both numbers of overlapping genes appeared too small to perform pathway analysis with the aim to find a common denominator of protection against renal IRI, and therefore an alternative approximation for analysis was used.

### Pathway analyses and transcription factor analyses

To explore the biological value of these transcriptomic responses, we used an individual approximation to identify significantly enriched pathways. The highest enriched pathways after the different dietary interventions were ranked by their –log p-value and summarized in Table S2. No clear pattern in overlapping pathways between all diets, or between the protective diets and the non-protective CHO-free diet, was observed. 

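Genes that NRF2 controls were higher in fasted mice and on the CHO-free diet, and single members after 14-day 30%DR and on the protein-free diet. Of 28 such genes, 12 were higher, 1 lower and 15 did not pass the test (12 and 1 when adjusted over the list alone) after fasting, with adjusted p = 1.03e-07 from camera, and adjusted p = 0.0781 with an estimated correlation. Nqo1, a quinone reductase and common marker of NRF2, went from 8.85 ± 0.12 (SD, n = 5) to 10.54 ± 0.18 (SD, n = 4), a log2 fold change of 1.69 (SE 0.09, adjusted p = 7.41e-07). The glutathione transferase gene Gsta2 rose by 1.56 and the aldehyde oxidase gene Aox1 by 1.58, while Ces1g, a carboxylesterase, had -1.27. After 14-day 30%DR, 3 were higher, 0 lower and 25 did not pass the test (4 and 1 when adjusted over the list alone), with adjusted p = 0.686 from camera. They were Nqo1 with 0.69, Gsta2 with 0.86 and Abcc4. On the protein-free diet, 2 were higher, 0 lower and 26 did not pass the test (2 and 0 when adjusted over the list alone), with adjusted p = 0.0352 from camera, and adjusted p = 0.439 with an estimated correlation. Nqo1 had 0.62 there. On the CHO-free diet, 9 were higher, 1 lower and 18 did not pass the test (9 and 1 when adjusted over the list alone), with adjusted p = 9.28e-05 from camera, and adjusted p = 0.319 with an estimated correlation, among them Gsta2 with 1.51, Nqo1 with 1.12 and Abcc4 with 0.99. The 3' minus 5' Gapdh difference was higher on these arrays too, and with it as a covariate 6 were called higher and 1 lower. With it 0 of the targets passed on the protein-free diet, and with the adipocyte markers as a covariate 1 after 30%DR. On the fat-free diet 0 of the 28 passed (adjusted p = 0.997 from camera), and Nqo1 had 0.03 (adjusted p = 0.999). The NRF2 gene Nfe2l2 itself was not called after 30%DR (-0.21), on the protein-free (0.27) or on the CHO-free diet (-0.19) in its brightest probe set. Its other probe set had 0.68 (adjusted p = 0.197), 0.47 (adjusted p = 0.346) and 0.39 (adjusted p = 0.275) in the same order, and rank product called it higher over the 3 protective diets, with a mean of 1.24.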

One pathway that emerged was the NRF2-mediated oxidative stress response pathway, since this pathway was activated by four out of five dietary interventions (Table S2).

To further identify a common protective response and dissect it from the response of the non-protective CHO-free diet, a more comprehensive meta-analytic approximation was used. A combining rank orders methodology was implemented to prevent bias of the results based on outliers as well as the stronger transcriptomic response after three days of fasting^20^. 

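Igfbp1 and Depp1 led the named genes that the rank product found higher across the 3 protective diets once the CHO-free DEPS were removed. Igfbp1 had a mean log2 fold change over the 3 diets of 1.78, Depp1 1.40, Cp 1.36 and Cyp2d22, a cytochrome P450, 1.26. The lowest named genes were H3c15 with -1.84, Slc22a7 with -1.66 and H3c14, a further histone gene, with -1.57. By a false discovery rate under 5% and a mean fold change of at least 1.5, 630 probe sets were called, of which 386 remained after the removal, 203 higher and 183 lower, of 244 named genes. Of 25 genes of fatty acid oxidation and ketogenesis, 7 were among them, all higher (Fisher's exact test, adjusted p = 1.67e-06 over the 39 gene groups), and of 18 cytosolic chaperones 6, all lower (Fisher's exact test, adjusted p = 2.49e-06). Of 16 enzymes of cholesterol synthesis 5 were among them, all lower (Fisher's exact test, adjusted p = 2.84e-05). These directions are those of the mean over the 3 diets. By limma, 16 of the 25 genes of fatty acid oxidation were called higher after fasting, 2 on the protein-free diet and 0 after 30%DR. Pdk4, one of the 7, had 3.07 after fasting and 1.60 on the protein-free diet but a mean of 1.17, so its change after 30%DR was negative. The rank product was written anew here from the method's description.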

By eliminating all significant probe sets induced by the CHO-free diet in this meta-analysis, only 140 DEPS remained. Pathway analysis revealed no significant pathways (data not shown). Theorizing that the protective response might be partially overlapping with the response of the non-protective CHO-free diet, we repeated the meta-analysis with the three protective diets and the CHO-free diet into the approximation, thus not excluding the 3-day CHO-free diet. This meta-analysis yielded 640 DEPS. 

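Across the 3 protective diets and the CHO-free diet, the rank product called 611 probe sets, 261 higher and 350 lower, of 412 named genes. Among the probe sets with a gene symbol, the highest mean log2 fold changes over the 4 diets were those of Slc38a3 with 1.94, Dbp with 1.69 and Igfbp1 with 1.45. The lowest among them were those of H3c15 with -1.54, Slc22a7 with -1.38 and Anxa13, an annexin of epithelia, with -1.32. Slc38a3 drew most on the CHO-free diet, where its change was largest, and Slc22a7 on fasting. Of the 37 probe sets of Table S1, 33 were among the 611.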

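Of the 611 probe sets, 565 (92.5%) had one sign in the 3 protective diets, and 547 (89.5%) had it in the CHO-free diet as well. Rdh16f2 had a mean log2 fold change of 1.32 over the 4 diets and Kif20b one of -1.30. The largest and the smallest log2 fold change of a probe set among the 3 protective diets lay less than 1 apart in 392 of the 611 (64.2%), and the median spread was 0.76. The largest values came from fasting in Cbr3, with 3.57 after fasting against 0.19 after 14-day 30%DR and 0.24 on the protein-free diet, where it was not called.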

The majority of these DEPS in common showed a similar fold change and directionality among the three protective dietary interventions. 

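Among the genes of the 611 probe sets, chaperone and clock genes had the lowest p values of the 39 gene groups. Of 18 cytosolic chaperones, 8 were included, all lower, where 0.434 would be by chance (Fisher's exact test, adjusted p = 1.47e-07 over the groups). They include Hsp90aa1, a main cytosolic chaperone. Of 20 genes of protein folding in the endoplasmic reticulum, 4 were included, all lower (Fisher's exact test, adjusted p = 0.00637). Of 19 clock genes, 7 were included, 4 higher and 3 lower (Fisher's exact test, adjusted p = 3.43e-06). Of 21 genes of the extracellular matrix, 5 were included, all lower (Fisher's exact test, adjusted p = 0.00145). Of 22 FOXO targets, 5 were included (Fisher's exact test, adjusted p = 0.00145), with Igfbp1, Insr and Pdk4 higher and Bcl6 and Trim63 lower. Of 16 enzymes of cholesterol synthesis, 4 were included, all lower (Fisher's exact test, adjusted p = 0.00312), namely Fdps, Idi1, Msmo1 and Sc5d. Of 22 nuclear receptors and partners, 2 were included, Ppara higher and Ppard lower (Fisher's exact test, adjusted p = 0.2). Of 15 genes of xenobiotic metabolism that AHR, PXR and CAR control, 3 were included, all higher (Fisher's exact test, adjusted p = 0.0142), namely Aldh1a1, Aldh1a7 and Cyp3a11. Of 25 genes of fatty acid oxidation and ketogenesis, 4 were included, all higher (Fisher's exact test, adjusted p = 0.011). More above chance than these, though from few genes, were 3 of 6 androgen-dependent kidney genes (0.145 by chance, Fisher's exact test, adjusted p = 0.00205) and 2 of 4 markers of the distal convoluted tubule (0.0964 by chance, Fisher's exact test, adjusted p = 0.0119), all lower. Chance was taken over 17097 genes with a symbol, whatever the number of their probe sets. The directions given are those of the mean over the 4 diets. Of the 25 genes of fatty acid oxidation, limma called 16 higher after fasting, 0 after 30%DR, 2 on the protein-free and 1 on the CHO-free diet.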

A pathway analysis of these DEPS demonstrated regulation of nuclear receptor signaling as well as inhibition of cellular stress and injury and biosynthesis pathways amongst the top 10 overrepresented pathway categories (Table 2). Adding the 3-day 30%DR diet in the meta-analysis yielded 279 DEPS. No significant enriched pathways emerged. The 10 highest enriched pathways are depicted in Table S3.

To further explore the regulated DEPS and pathways in relation to the protective response against renal IRI, we examined the involvement of upstream transcription factors (TFs) in the DEPS that emerged from the meta-analysis. In the meta-analysis, 16 TFs were identified of which 12 were predicted to be activated and six inhibited (Table 3). Critical denominators might be TFs showing the same directionality in the protective diets, but are oppositely directed or not regulated in the non-protective CHO-free diet. The TFs complying with these criteria, in descending order of absolute z-score, were forkhead box O3 (FOXO3), heat shock factor protein 1 (HSF1), and high mobility group AT-hook 1 (HMGA1). Furthermore, hepatocyte nuclear factor 4-alpha (HNF4A) was highly activated in the protective diets, but only minimally in the non-protective CHO-free diet. Also, sterol regulatory element-binding transcription factor 1 (SREBF1) and 2 (SREBF2) were significantly down-regulated after 3-days of fasting and in the protein-free diet, activated in the CHO-free diet but not regulated after two weeks 30%DR. 

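Targets of FOXO factors were higher after fasting and on the protein-free diet, and chaperone genes that HSF1 controls lower after fasting. Of 22 FOXO targets, 8 were higher, 1 lower and 13 did not pass the test (8 and 2 when adjusted over the list alone) after fasting, with adjusted p = 1.61e-05 from camera, and adjusted p = 0.0716 with an estimated correlation. Igfbp1 rose by 2.03 (SE 0.32) and Cdkn1a, an inhibitor of the cell cycle, by 1.24 (SE 0.15). On the protein-free diet, 5 were higher, 0 lower and 17 did not pass the test (6 and 1 when adjusted over the list alone), with adjusted p = 4.34e-05 from camera, and adjusted p = 0.0792 with an estimated correlation, among them Cited2, a coactivator, with 0.85. After 14-day 30%DR, 0 were higher, 1 lower and 21 did not pass the test (1 and 5 when adjusted over the list alone), with adjusted p = 0.93 from camera, and the gene that fell was Cdkn1a with -0.83. On the CHO-free diet, 1 was higher, 1 lower and 20 did not pass the test (1 and 2 when adjusted over the list alone), with adjusted p = 0.691, and the members were Cdkn1a with 1.05 and G6pc, the enzyme that releases free glucose, with -1.35. Foxo3 itself had 0.53 (SE 0.10, adjusted p = 0.00284) after fasting, 0.25 (adjusted p = 0.43) after 30%DR, 0.47 (adjusted p = 0.0207) on the protein-free and 0.58 (adjusted p = 0.00113) on the CHO-free diet, in each below the fold change of a DEPS. Of 18 cytosolic chaperones 0 were higher, 7 lower and 11 did not pass the test (0 and 7 when adjusted over the list alone) after fasting, with adjusted p = 0.00406 from camera, and adjusted p = 0.176 with an estimated correlation. Chordc1 had -0.97 and Dnaja1 -0.96, both co-chaperones. On the protein-free diet, 0 were higher, 0 lower and 18 did not pass the test (0 and 0 when adjusted over the list alone), with a median of -0.30 and adjusted p = 0.00136 from camera, and adjusted p = 0.399 with an estimated correlation, and on the CHO-free diet 0 were higher, 2 lower and 16 did not pass the test (0 and 2 when adjusted over the list alone), with adjusted p = 0.0417 from camera, and adjusted p = 0.595 with an estimated correlation. With the Gapdh difference as a covariate, and without mice TS34 and TS35, 0 of the chaperones passed on the CHO-free diet. Hsf1 and Hmga1 have no probe set under their symbols in the annotation used here.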

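Of 16 enzymes of cholesterol synthesis, which SREBF2 controls, 8 were lower and 1 higher after fasting, and 2 were lower on the protein-free diet. After fasting the group passed with camera but not with an estimated correlation. Of 16 such enzymes, 0 were higher, 2 lower and 14 did not pass the test (0 and 4 when adjusted over the list alone) on the protein-free diet, with adjusted p = 0.00757 from camera, and adjusted p = 0.335 with an estimated correlation. They were Idi1 with -0.62 and Nsdhl, a dehydrogenase late in the pathway, with -0.60. On the CHO-free diet, 1 was higher, 0 lower and 15 did not pass the test (2 and 0 when adjusted over the list alone), with adjusted p = 0.0277 from camera, and adjusted p = 0.462 with an estimated correlation, and Ebp had 0.78. The SREBF2 target Insig1, which holds SREBF proteins in the endoplasmic reticulum, rose by 1.52 (SE 0.18, adjusted p = 3.88e-06) there. After 14-day 30%DR, 0 were higher, 1 lower and 15 did not pass the test (1 and 2 when adjusted over the list alone), with adjusted p = 0.0631 from camera, and the enzyme that fell was Idi1 with -0.84. The difference between the protein-free and the CHO-free diet was itself tested, and 5 of the 16 enzymes were lower on the protein-free diet (median difference -0.35, adjusted p = 1.28e-05 from camera, and adjusted p = 0.0957 with an estimated correlation). Of 14 genes of fatty acid synthesis, which SREBF1 controls, 1 was higher, 3 lower and 10 did not pass the test (1 and 4 when adjusted over the list alone) after fasting, with adjusted p = 0.0762 from camera. Fasn, the fatty acid synthase, had -1.18 and the desaturase gene Fads2 -0.92, while Acacb, whose product restrains fatty acid oxidation, had 0.95. On the protein-free diet, 0 were higher, 0 lower and 14 did not pass the test (0 and 0 when adjusted over the list alone) (adjusted p = 0.238) and on the CHO-free diet 2 were higher, 0 lower and 12 did not pass the test (2 and 0 when adjusted over the list alone) (adjusted p = 0.235). With the Gapdh difference as a covariate 0 of these genes passed on the CHO-free diet, and with the adipocyte markers as a covariate 0 were higher and 1 lower. Srebf2 itself had -0.43 (SE 0.08, adjusted p = 0.00255) after fasting and -0.14 (adjusted p = 0.777) on the protein-free diet. Another probe set of Srebf2 had -0.41 (adjusted p = 0.00883) after fasting. On the protein-free diet it lay at 4.88 ± 0.18 (SD, n = 5), against 5.28 ± 0.36 (SD, n = 5) on the Control diet. Both of its changes were below the fold change of a DEPS. Srebf1 has no probe set under its symbol in the annotation used here.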

The non-protective 3-day 30%DR diet showed similar results as the protective diets, since all TFs after 3-days of 30%DR were similarly regulated as after three days of fasting, two weeks 30%DR and the 3-days of protein-free diet.

The validity of these findings was further examined by determining mRNA expression levels. The expression levels of Foxo1 were significantly higher after all diets except the fat-free diet (Figure S4A), while Foxo3 was significantly up-regulated in all diets except after two weeks of 30%DR (Figure S4B). Foxo4 was only significantly up-regulated after three days of protein-free and 3-days of CHO-free diet (Figure S4C). Hnf4α was not significantly regulated after any of the dietary interventions (Figure S4D). The mRNA expression level of down-regulated transcription factor Srebf1 was only significantly down-regulated after three days of fasting (Figure S4E), while Srebf2 was significantly down-regulated after three days of fasting and 3-days of protein-free diet (Figure S4F).

### Target pathways possibly involved in the protection against renal IRI

Various pathways have been proposed to be involved in the protective response against renal IRI induced by DR and protein restriction. One of these is the eukaryotic translation factor 2 (eIF2α) signaling pathway, in which eIF2α is phosphorylated by the general control nonderepressible 2 (*Gcn2*) kinase, thereby inhibiting initiation of translation^19^. The role of *Gcn2* and the eIF2α pathway is subject of debate, and the relevance of this pathway still needs to be elucidated^19^,^21^. 

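Targets of ATF4, the transcription factor that the phosphorylated eIF2α brings about, were higher after 3-day fasting. Of 25 such genes, 8 were higher, 0 lower and 17 did not pass the test (8 and 0 when adjusted over the list alone), with adjusted p = 3.71e-06 from camera, and adjusted p = 0.0716 with an estimated correlation. Asns, the asparagine synthetase, went from 5.82 ± 0.26 (SD, n = 5) to 7.04 ± 0.18 (SD, n = 4), a log2 fold change of 1.21 (SE 0.13, adjusted p = 7.07e-05). Trib3, a brake on this response, rose by 0.80. After 14-day 30%DR, 0 were higher, 2 lower and 23 did not pass the test (0 and 2 when adjusted over the list alone) (adjusted p = 0.0757 from camera), and the genes that fell were Atf3 with -1.05 and Ddit3 with -0.87, both induced by stress. With the adipocyte markers as a covariate 1 was called lower. Atf3 had -1.00 on the Control diet against the same 3 SDS mice, so a high level in these SDS mice is not excluded. On the protein-free diet, 0 were higher, 0 lower and 25 did not pass the test (1 and 1 when adjusted over the list alone) (adjusted p = 0.697), and on the CHO-free diet 1 was higher, 1 lower and 23 did not pass the test (1 and 1 when adjusted over the list alone) (adjusted p = 0.12), with 0 called when the Gapdh difference was a covariate. Eif2ak4, the gene of GCN2, had 0.26 (SE 0.08, adjusted p = 0.0396) after fasting, 0.30 (adjusted p = 0.395) after 30%DR, 0.20 (adjusted p = 0.547) on the protein-free and 0.38 (adjusted p = 0.0502) on the CHO-free diet, each below the fold change of a DEPS. Of 13 members of the GCN2 and eIF2α pathway, 0 were higher and 0 lower after fasting (0 and 0 when adjusted over the list alone, adjusted p = 0.512 from camera). Eif2s1, the gene of eIF2α, has no probe set under its symbol in the annotation used here.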

Our microarray analyses showed a significant upregulation of eIF2α transcription factor only after three days of fasting, while the Gcn2 gene and other target genes of the eIF2α pathway were not significantly differentially regulated after any of the dietary interventions. The mammalian Target of Rapamycin (mTOR) signaling pathway mediates between growth factors, hormones and nutrients to regulate essential cellular functions including survival and protein translation. Inhibition of the mTOR pathway has been demonstrated to increase lifespan in various animal species^22^,^23^ mTOR is part of mTOR complex 1 (mTORC1), a nutrient sensor complex that is involved in induction of oxidative stress resistance^24^. 

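Mtor, the gene of the nutrient-sensing kinase, was not called after 3-day fasting, after 14-day 30%DR or on the protein-free diet. Its log2 fold change in the brightest probe set was -0.56 (SE 0.09, adjusted p = 0.00121) after fasting, which is below the fold change of a DEPS, and the other 2 probe sets had -0.17 (adjusted p = 0.49) and -0.08 (adjusted p = 0.789). The brightest had 0.05 (SE 0.22, adjusted p = 0.966) after 30%DR and 0.03 (SE 0.19, adjusted p = 0.973) on the protein-free diet. The other 2 had -0.12 and 0.19 after 30%DR, not called, and -0.37 (adjusted p = 0.164) and -0.17 (adjusted p = 0.74) on the protein-free diet. Rptor, a part of mTOR complex 1, had -0.35 (SE 0.12, adjusted p = 0.0586) after fasting. Of 22 members of the mTOR pathway, 2 were higher, 0 lower and 20 did not pass the test (2 and 0 when adjusted over the list alone) after fasting, with adjusted p = 0.0217 from camera, and adjusted p = 0.198 with an estimated correlation. They were Eif4ebp1, which holds back translation until mTOR phosphorylates it, with 1.09 and Ddit4, an inhibitor of mTOR complex 1, with 0.60. After 30%DR, 0 were higher, 1 lower and 21 did not pass the test (0 and 1 when adjusted over the list alone) (adjusted p = 0.93 from camera), and Ddit4l, a relative of Ddit4, had -1.07. On the protein-free diet, 0 were higher, 1 lower and 21 did not pass the test (1 and 1 when adjusted over the list alone) (adjusted p = 0.239), and Ddit4 had -0.94, which did not pass with the Gapdh covariate.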

We found a downregulation of mTOR after two weeks 30%DR (−0.6; P < 0.01) and 3-days of protein-free diet (−1.7; P < 0.001) diets, while MTORC1 (−1.6; P < 0.01) and *mTOR* (−0.6; P < 0.001) were down-regulated after three days of fasting. Both non-protective diets 3-day CHO-free (+0.8; P < 0.01) and 3-day 30%DR (+1.3; P < 0.001) showed an up-regulation of mTOR. mTOR activity was examined at protein level by examining ribosomal protein S6 phosphorylation through immunoblotting in kidney extracts from all intervention and control groups. 

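On the 3-day CHO-free diet, Mtor had a log2 fold change of 0.46 (SE 0.19, adjusted p = 0.118) in its brightest probe set and 0.26 and 0.45 in the other 2, and none was called. Of 22 members of the mTOR pathway, 0 were higher, 0 lower and 22 did not pass the test (0 and 0 when adjusted over the list alone) there, with adjusted p = 0.309 from camera. Rps6, the gene of ribosomal protein S6, had 0.17 (SE 0.05, adjusted p = 0.0392) after fasting and -0.02 (SE 0.07, adjusted p = 0.877) on the CHO-free diet.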

S6 is a down-stream target of mTOR through S6 kinase^25^. Compared to the corresponding control group, three days of fasting showed a significant two-fold increase in relative ribosomal protein S6 phosphorylation (Fig. 4). In the other dietary interventions, a large variation in phosphorylation levels was observed which did not reach statistical significance.

## Discussion

Since the discovery of the beneficial effects of short-term dietary restriction (DR) on stress resistance, optimizing its duration and content to eventually lead to a clinical applicable DR regimen has been an important part of the body of literature about DR^2^,^11^,^19^. Previously we have shown that two and four weeks of 30%DR as well as three days of fasting decreased morbidity and mortality, and improved kidney function in a murine renal IRI model^1^,^12^. In the present study, we show that a protein-free diet administered for only three days is sufficient to induce similar protection, whereas fat- and carbohydrate-free diets did not.

Initially, we attempted longer periods of diet interventions, but found that mice fed a protein-free diet during 10 days applied self-restriction of approximately 30% of their normal intake (Figure S1). Therefore, the possible beneficial effects of calorie and protein restriction on kidney function and survival were indistinguishable. In a recent publication, Peng *et al*. found that mice fed a protein-free diet for six days restricted calorie intake. However, they stated that corrected for body weight, their calorie intake was similar to that of ad libitum fed mice^19^. It is unknown whether six days of 30%DR induces protection against IRI, therefore a distinction between protein restriction and calorie restriction is still difficult to make. We showed that three days of 30%DR does not induce protection against renal IRI, and therefore we could disentangle the effects of calorie and protein restriction per se (Fig. 1). A protein-free diet, given for three days, induced protection whereas both a CHO-free and fat-free diet given for three or 14 days did not protect against renal IRI (Figure S1). A recent publication by Solon-Biet *et al*.^26^ showed that the ratio of proteins and carbohydrates rather than DR per se influenced the lifespan of mice as well as metabolic parameters such as insulin and lipids. Since proteins fully substituted the carbohydrates in our CHO-free diet, and carbohydrates fully substituted the proteins in our protein-free diet, these diets further emphasize the importance of the ratio between proteins and carbohydrates (Table S4).

Although the beneficial effects of both long-term and short-term DR have been acknowledged, the mechanisms underlying DR are still subject of investigation. Various pathways, factors and genes have been proposed to play a central role in the protective effects^27^, but attempts to validate these yielded conflicting results^28^,^29^,^30^,^31^. We produced extensive expression datasets of diets proven to be either protective or not protective against renal IRI. Gene expression profiles of the non-protective CHO-free diet showed a considerable overlap with gene expression profiles of protective diets, namely three days of fasting, two weeks 30%DR and 3-days of a protein-free diet (Fig. 3). A PCA plot demonstrated the partial different directionality of gene expression in the CHO-free diet compared to the other dietary interventions. The 3-day 30%DR diet also showed considerable overlap with the protective diets, mainly with two weeks 30%DR, and a partially different but also partially overlapping directionality. These findings could either indicate that overlapping probe sets and pathways are not involved in the induction of protection against renal IRI, or that they may require additional changes in other probe sets to induce this effect. Particularly, the striking similarity between three days and two weeks 30%DR suggests that three days is sufficient to activate a transcriptomic response which is not yet sufficient to induce phenotypical protection. In addition, the non-protective fat-free diet showed strong similarity with the protective 3-day protein-free diet, but with gene expression levels that were lower. These results indicate that the directionality, the number of probe sets and the expression levels are of importance in order to induce protection against renal IRI.

To provide structure in the infinite amount of data generated by microarray analysis, we used meta-analytic approximations to specify for overlapping pathways and factors in all diets. A specific meta-analysis in which the DEPS were oppositely regulated in the protective diets versus the non-protective CHO-free diet, resulted in only 160 DEPS and yielded no additional pathways of interest compared to a meta-analysis including the CHO-free diet. In this meta-analysis several TFs, including FOXO3 and HNF4A, remained significantly up-regulated in the protective diets whilst not or oppositely regulated in the CHO-free diet (data not shown).

Activation of nuclear receptor signaling pathways dominated the top 10 overrepresented pathways after three days of fasting, two weeks of 30%DR and 3-days of a protein-free diet (Table 2). 

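Among the nuclear receptors, Ppara was higher after 3-day fasting and on the CHO-free diet, Nr1h4 after fasting and on the protein-free diet, and Ppard was lower in fasted, 30%DR, protein-free and CHO-free mice. Ppara, the receptor that turns on fatty acid oxidation, went from 7.78 ± 0.11 (SD, n = 5) to 8.79 ± 0.15 (SD, n = 4) after fasting, a log2 fold change of 1.00 (SE 0.08, adjusted p = 1.21e-05). The same probe set, the brightest, had 0.45 (adjusted p = 0.16) after 14-day 30%DR and 0.33 (adjusted p = 0.242) on the protein-free diet, where another probe set had 0.46 (adjusted p = 0.0356), below the fold change of a DEPS. On the CHO-free diet the brightest probe set had 0.53 (SE 0.13, adjusted p = 0.00988), below the fold change of a DEPS, and 2 others of Ppara were called with 0.83 and 0.86. Nr1h4, the bile acid receptor, rose by 0.63 after fasting and 0.72 on the protein-free diet. Ppard had -0.78 (SE 0.14, adjusted p = 0.00261) after fasting, -1.08 after 30%DR and -0.72 on the CHO-free diet. Of 22 receptors and partners, 2 were higher, 1 lower and 19 did not pass the test (2 and 1 when adjusted over the list alone) after fasting (adjusted p = 0.364 from camera). Rxra, the partner of many receptors, had 0.16 (adjusted p = 0.181) after fasting, -0.06 (adjusted p = 0.932) after 30%DR and -0.11 (adjusted p = 0.805) on the protein-free diet. Nr1i2, the gene of PXR, had 0.20 (adjusted p = 0.145), 0.10 (adjusted p = 0.871) and 0.24 (adjusted p = 0.458).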

Specific retinoid receptors, including the retinoid X receptor (RXR), the pregnane X receptor (PXR) and the peroxisome proliferator-activated receptor (PPAR)^32^, were also prominently up-regulated in our analysis, pointing towards a pivotal role for nuclear receptor signaling.

Nuclear receptors are transcription factors that can be activated by steroid hormones and lipid-soluble agents, such as the retinoid acids (RAs)^33^. Administration of RAs induces many of the beneficial effects observed after DR. DR is able to ameliorate age-related insulin resistance and degenerative brain diseases, and similar results have been described after treatment with RAs^34^,^35^,^36^. Both DR and administration of RAs are able to protect from ischemic stroke in the brain^37^,^38^,^39^. Signaling pathways activated by the interaction between RAs and nuclear receptors have also been considered to have tumor-, and immune suppressive effects, just as DR^9^,^33^,^40^.

Involvement of nuclear receptor signaling is further supported by the upstream TF analysis (Table 3), since the majority of the activated or inhibited TF could be directly or indirectly linked to the activation of nuclear receptors. The activated TFs in all protective diets that were oppositely or not regulated in the non-protective CHO-free diet are FOXO3, HNF4A, HMGA1 and HSF1. A role for each of these four TFs in increased stress resistance has been previously observed. For example, FOXO3 phosphorylation via the c-Jun N-terminal kinase -pathway results in its nuclear inclusion and activation of various processes involved in cellular stress resistance, biosynthesis, cell cycle regulation as well as apoptosis and autophagy^41^,^42^. A fasting-induced interaction, mediated by insulin signaling, with members of the FOXO family and RXR has been described as well^43^. HMGA1 is a downstream target of the insulin receptor pathway and could function as an important nuclear factor mediating the binding of FOXO proteins to other nuclear receptors, including the retinoid nuclear receptor family and thereby regulating insulin target genes^44^.

HNF4A is a nuclear TF that is involved in the development as well as in the metabolism of mainly the liver and kidney^45^. Up-regulation of HNF4A occurs via co-stimulation of LXR and FXR and usually depends on the presence of low levels of stressors, such as interleukin-1 and tumor necrosis factor alpha. Transcriptional activity of HNF-4a is also regulated indirectly by insulin through the action of FOXO1^45^. Activation of HNF4A results in inhibition of the activity of metabolic sensors, including SREBF and the mammalian target of Rapamycin (mTOR)^46^,^47^. This leads to down-regulation of metabolism, in particular cholesterol metabolism, and may contribute to increased stress resistance via the down-regulation of mTOR^47^,^48^. We showed that the activity of mTOR, as determined by the phosphorylation of the ribosomal protein S6, was significantly down-regulated after three days of fasting. A trend towards lower phosphorylation levels was seen after the other two protective diets: two weeks 30%DR and a 3-day protein-free diet. These data indicate that mTOR may play an important role in the protection against IRI, which may vary according to the type of nutrient deprivation that is offered.

Another pathway involved in nutrient sensing is GCN2, of which eIF2α is an important downstream target. GCN2 becomes transcriptionally activated by deprivation of amino acids and phosphorylates eIF2α, which leads to the activation of pathways involved in stress resistance. We did not find transcriptional regulation of the Gcn2 gene in any of the three protective diets. Although our data do not preclude posttranscriptional regulation of this pathway, they corroborate with those of Robertson *et al*.^49^, who observed that GCN2 signaling was not required for protection against renal IRI by protein restriction.

In summary, we demonstrated that three days of a protein-free diet in mice protects against renal IRI, similar to two weeks of 30%DR and three days of fasting. Comparative transcriptional analysis of kidney tissue following these dietary interventions demonstrated a significant overlap in differentially expressed genes and pathways, which are involved in resistance against oxidative damage induced by renal IRI. A meta-analysis of pathways and TFs indicates that DR up-regulates at least four TFs that activate a transcriptional response, which, in turn, increases nuclear receptor signaling dependent and independent cellular stress resistance. However, our attempt to understand the beneficial effects of different dietary restriction regimens on renal IRI by transcriptome analysis suggests that pivotal molecular changes also occur beyond the transcriptional level, and that additional “omics” analyses, including proteomics are needed to come to a complete understanding. Therefore, more research is warranted to further elucidate the role of these pathways in the induction of acute stress resistance by short-term DR, which may ultimately lead to “dietary restriction mimetic” therapeutic strategies that exploit the benefits of dietary restriction in humans.

## Materials and Methods

### Study design

Sample size calculation of our previous study was based on a 25% decrease of serum urea levels at time point 24 hours after renal IRI, with a standard deviation (SD) of 20% and a power of 0.8^1^,^11^. These experiments demonstrated that our renal IRI model was feasible and stable, and we therefore reduced the number of mice to six mice per group in the dietary intervention groups. Primary endpoint of this study was kidney function 24 hours after surgery, measured via serum urea concentrations. Secondary endpoints of this study were mortality rate in the first seven days after surgery and changes in gene expression profiles measured directly after each dietary intervention. Experimental data of two weeks 30%DR and three days of fasting groups were previously obtained^1^. Animals were euthanized and excluded from the experiment if their body weight decreased ≥20% of their preoperative weight or if they developed a moribund phenotype, including ruffled fur, hunched body posture, hypothermia, and decreased activity^11^,^12^.

### Animals

C57BL/6 male mice, 10–12 weeks old (20–25 grams), were obtained from Harlan, the Netherlands. Animals were housed in individually ventilated cages (3–4 animals/cage) under standard conditions. All mice had ad libitum (AL) food and water (acidified with HCl to a pH of 2.4–2.7) except where noted. All experiments were performed with the approval of the Animal Experiments Committee of the Erasmus University Medical Center, Rotterdam, the Netherlands under the Dutch National Experiments on Animals Act and according to the ARRIVE Guidelines, Animal Research: Reporting of *In Vivo* Experiments^50^.

### Diets and experimental design

The control chow for the fasting and dietary restriction groups was obtained from Special Diet Services (SDS, Witham, UK). All other diets were purchased from Research Diets, Inc. (New Brunswick, NJ, USA). The macronutrient composition and energy content of all diets are shown in Table S4. The control diet differed from the standard chow given (Special Diet Services, SDS) in the protein source, which consisted of lactic casein protein in case of control diet, while the SDS control consisted of crude protein. These two control diets are designated as “Control” and “SDS” throughout the manuscript.

#### Long-term dietary intervention

Upon arrival, mice were allowed *ad libitum* (AL) access to the SDS chow for seven days. At the start of the dietary intervention period, all mice were transferred to clean cages at 4:00 pm. Mice were randomly divided into a group with 30%DR (n = 5) or AL access to a carbohydrate-free (CHO-free) diet (n = 6) or a fat-free diet (n = 6) for 14 days, or a protein-free diet (n = 6) for 10 days (Figure S3). Mice in the control group for DR had AL access to the control SDS chow (n = 10), the control group for CHO-free and fat-free had AL access to the Control diet (n = 12). The effect of food intake was measured using pair-fed (PFed) control groups. Pair-feeding of each group was accomplished by giving the PFed groups the identical isocaloric amount of the control diet as the mice on the experimental diet had consumed the day before. The CHO-free, fat-free and protein-free diets were PFed in this manner (n = 6/group). Mice with 30%DR were given 70% of the normal daily intake of mice on the control diet, which was administered once daily at 4:00 pm. Since the phenotypical effects of two weeks 30%DR were reported previously, microarray analysis was used as the only outcome for this group^1^.

#### Short-term dietary intervention

Upon arrival, the same procedure was followed as for the long-term experiment. Mice were randomly divided into groups with AL access to control diet (n = 4), a protein-free diet (n = 6 per group) for three days or 30%DR for three days (n = 6), or into groups with AL access to SDS chow or fasting for three days (n = 5 per group). Since the phenotypical effects of three days fasting were reported previously, transcriptome analysis was the only parameter for this group^1^. For a graphical overview of the experimental setup see Figure S3.

### Dietary intake and body weight

Food intake and body weight were measured daily. To determine calorie intake, the daily food intake was corrected for the variation in the energy content (per gram of food) in the diets as follows: food intake per mouse times the number of calories per gram of food. Change in body weight was addressed in percentages calculated by dividing the body weight measurements during the dietary intervention through body weight at onset of the intervention period times 100.

### Surgical procedure

Following each dietary intervention, bilateral renal IRI was induced as previously described^1^. In brief, mice were anaesthetized via inhalation of isoflurane (5% isoflurane initially followed by 2–2.5% with oxygen for maintenance). Via midline abdominal incisions, the renal arteries and veins were exposed followed by occlusion of both renal pedicles for 37 minutes using non-traumatic vascular clamps. Purple discoloration of the kidneys confirmed ischemia macroscopically, while reperfusion was established when the color of both kidneys normalized after removal of the clamps. The incision was closed with 5/0 sutures in two layers. Following closure, mice received 0.5 ml PBS subcutaneously to compensation for fluid loss. The morning after surgery, another identical dose of PBS was given. Mice intended for microarray analysis were sacrificed immediately after the dietary intervention, without induction of renal IRI.

### Kidney function

Kidney function was determined as previously described by measuring serum urea levels in blood samples, collected via retro-orbital puncture while mice were anesthetized, before (T = 0) and day 1 (T = 1) after induction of renal IRI^1^.

### Immuno-blotting

Mouse kidney extracts from 9 different intervention diets were prepared by sonification with Soniprep 150 (Company, Place, Country) 2–3 times 30 seconds on ice in Laemmli buffer (135 mM Tris-HCl pH 6.8, 4.5% SDS, 22.5% glycerol), supplemented with complete protease inhibitors and PhosSTOP phosphates inhibitors (Roche Diagnostics, Indianapolis, IN, USA) After sonification, lysates were centrifuged at 4 degrees Celsius for 10 minutes. Protein concentrations were measured using the BCA Protein Assay Kit (Pierce Biotechnology, Rockford, USA). 25 μg protein was loaded on a NuPAGE 10% Bis-Tris Gel (Life Technologies LTD, Paisley, UK) and transferred to a PVDF Hybond-P (GE-Healthcare Life Sciences, Uppsala, Sweden) transfer membrane. Immunoblotting was performed with antibodies directed against S6 (#2217 S Lot5; 1:1.000) and Phospho-S6 (Ser240/244; #2215 Lot14; 1:500) (Cell Signaling Technology, Danvers, MA, USA). Blotting membranes were incubated with primary antibodies overnight at 4 degrees Celsius, before they were washed and incubated with 1:5000 diluted secondary anti-rabbit-IgG-HRP antibody (GE-Healthcare Life Sciences). Detection was performed by enhanced chemiluminescence using the ECL 2 Western Blotting Substrate (Pierce Biotechnology). Levels of S6 and Phospho-S6 were semi-quantified using the ImageJ software package (http://rsb.info.nih.gov/ij/index.html) and S6-phospho/S6-total ratios relative to the control diet were calculated and differences between groups were assessed with a t-test. Β-Actin was used as loading control (Sigma; A5441 Lot064M4789V; 1:25.000).

### Microarrays

The duration of dietary interventions that were used to study gene expression profiles was three days for all diets with exception of 30%DR, which was given for two weeks. Kidneys were obtained directly after each intervention and were snap frozen in liquid nitrogen until further analyses. An overview of the dietary interventions, the groups of mice and numbers used for phenotypical and transcriptional endpoints are summarized in Table S5. Total RNA was extracted using QIAzol lysis Reagent and miRNAeasy Mini Kits (QIAGEN, Hilden, Germany), following Qiagen protocol. Addition of wash buffers RPE and RWT (QIAGEN) was done mechanically by using the QIAcube (QIAGEN, Hilden, Germany) via the miRNAeasy program. Isolated RNA was and stored at −80 °C. The concentration of RNA was measured by Nanodrop (Thermo Fisher Scientific™, Breda, the Netherlands) and RNA quality was assessed using the 2100 Bio-Analyzer (Agilent Technologies, Amstelveen, the Netherlands) according to manufacturer’s instructions. The RNA quality was expressed as the RNA integrity number (RIN, range 0–10). RIN values of included samples ranged between 6.6 and 8.5. Hybridization to Affymetrix HT MG-430 PM Array Plates was performed at the Microarray Department of the University of Amsterdam (the Netherlands), according to Affymetrix protocols. Four to six biological replicates were used for each group. Quality control and normalization were performed using the pipeline at the www.arrayanalysis.org website (Maastricht University, the Netherlands)^26^. Normalization was done via the Robust Multichip Average (RMA) algorithm^51^. Due to a range in hybridization dates between fasting and the other diets (i.e. September 2011 versus August 2012), normalization of the data for fasted animals and their controls was done separately. Normalization output consisted of data for 45,141 probes, with several probes corresponding to the same Gene ID. Complete raw and normalized microarray data and their MIAME compliant metadata have been deposited at the Gene expression Omnibus (GEO) database GEO GSE65656 (www.ncbi.nlm.nih.gov/geo). After normalization, outliers were found in the control SDS (control 30%DR), the 3-day fasting and 3-day fat-free diet groups, defined as a deviation in array-array intensity correlations, principal component analysis and cluster dendograms. These outliers were excluded from further analyses (Table S5).

### Statistical analysis

Data are expressed as means ± standard error of the mean (SEM). Statistical analyses were performed using SPSS (version 21.0) and GraphPad Prism (version 5.0). Differences in serum urea concentrations were compared by Mann-Whitney U tests, food intake via the paired t-test and survival rates were analyzed by Log-rank tests. A p-value of  < 0.05 was considered significant. Microarray analyses were performed using the free software package R (R foundation). Gene expression data were compared using the Linear Models for Microarray Data (limma) method with correction for multiple testing using the false discovery rate (FDR) according to Benjamini and Hochberg^52^. Fold changes were expressed as the geometric mean per diet group against the corresponding ad libitum fed control group. Cutoff values for a significant difference were put at FDR  < 5% with fold change ≥1.5. The enrichment factor (EF) was calculated via the formula: EF = nAB/((nA × nB)/nC), where nA is the number of differentially expressed probe sets (DEPS) in experimental group A, nB the number of DEPS in experimental group B, nC the number of total genes in the microarray, and nAB the number of common DEPS between nA and nB. Data integration of microarrays hybridized in different dates was performed with meta-analysis. The methodology applied was combining rank orders. It is a non-parametric approach based on rank orders. The R package RankProd implemented in INMEX was used^20^. In summary, for each dataset, the fold changes (FC) were calculated for all possible pairwise comparisons. The ranks of the fold changes within each comparison were used to calculate the rank product for each gene. To assess the null distribution of the rank product within each data set, a permutation test was performed. The process was repeated several times to compute the P-value and false discovery rate (FDR) associated with each gene. A gene was selected as differentially expressed if it had an FDR  < 5% and an absolute combined FC ≥1.5. Functional annotation and analyses were performed using Ingenuity software (http://www.ingenuity.com/products/ipa). The prediction inhibition or activation of the upstream transcription regulators is calculated via de statistical z-score based on the observed gene expression changes in our dataset. Calculating the z-score reduces the chance of significant predictions based on random data (http://ingenuity.force.com/ipa/articles/Feature_Description/Upstream-Regulator-Analysis). Cutoff values for a significant activation or inhibition were met with a z-score of ≥2 or ≤−2, respectively.

## Additional Information

**How to cite this article:** Jongbloed, F. *et al*. A signature of renal stress resistance induced by short-term dietary restriction, fasting, and protein restriction. *Sci. Rep.* **7**, 40901; doi: 10.1038/srep40901 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Data

## Figures and Tables

**Figure 1:**
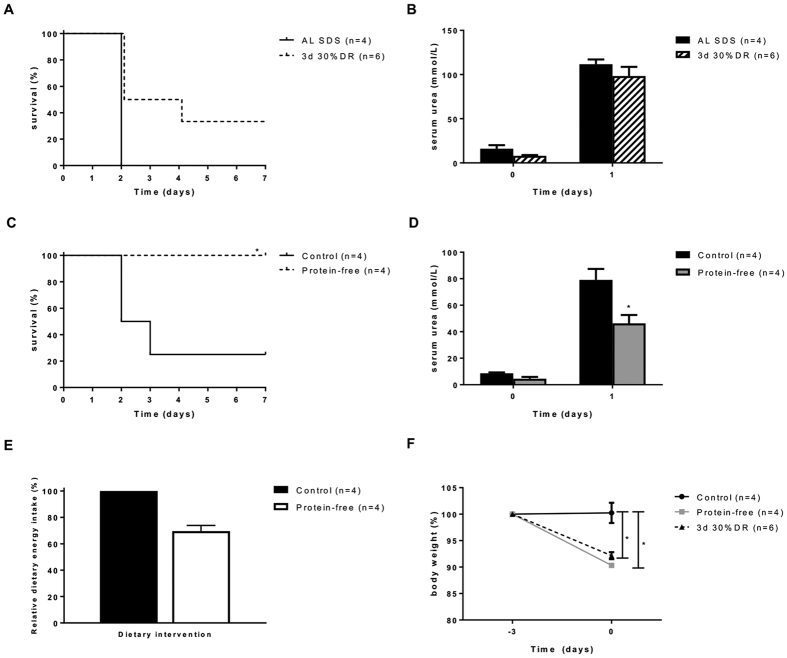
A protein-free diet protects against renal IRI. (**A**) Three days of 30%DR did not protect against renal IRI. (**B**) Serum urea levels before and one day after renal IRI did not differ between mice fed ad libitum (AL) for three days of 30%DR and a control diet. (**C**) Three days of protein-free diet improved survival compared with AL fed controls. (**D**) Serum urea levels of AL fed protein-free mice were significantly better compared to AL fed control mice (P < 0.05). (**E**) Three days of protein-free diet resulted in 30% calorie restriction. (**F**) Mice fed a protein-free diet or a 30%DR diet for three days lost significantly more body weight than mice fed the control diet. Body weight changes did not differ between the protein-free diet and 3-day 30%DR. AL Control =  ad libitum fed SDS chow, Control =  control diet for the macronutrient diets, protein free =  ad libitum fed protein-free diet. ^*^P < 0.05.

**Figure 2:**
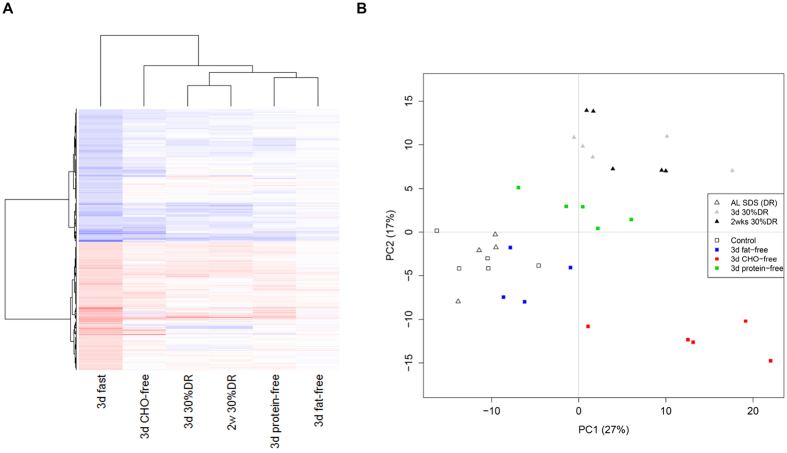
Heat map and PCA plots of directional and cluster patterns in all dietary interventions based on the differentially expressed probe sets (DEPS) after three days of fasting compared to its control group. (**A**) The majority of the DEPS in the kidney after three days of fasting showed the same directionality in the other dietary interventions. The 3-day CHO-free diet was the least clustered with the other diets, followed by two weeks 30%DR and a 3-day protein-free diet. The fat-free diet, showing no significant DEPS, clustered together with a 3-day protein-free diet. Red =  up-regulation, blue  =  down-regulation, white  =  no change. CHO-free  =  carbohydrate-free. (**B**) Principal component analysis (PCA) plot, based on the 2604 significantly regulated probe sets after three days fasting compared to the control diet fed animals. Both two weeks 30%DR and three days of 30%DR diet clustered close to each other based on the DEPS found after three days of fasting. The two control diets, control and SDS diet, clustered together with the non-protective fat-free diet. Three days of CHO-free diet positioned closely to two weeks and three days of 30%DR, but did not overlap with these diets. The protein-free diet had its own cluster, separated from the other groups on both PC axes.

**Figure 3:**
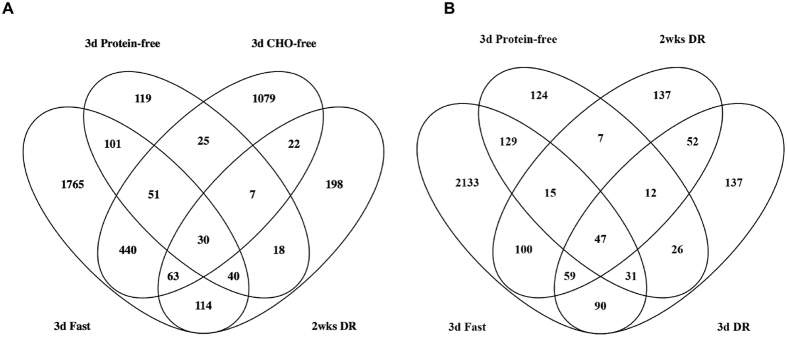
Venn diagram of multiple dietary interventions combined. **(A)** Venn diagram showing the number of DEPS after three days of fasting, two weeks 30%DR, three days of protein-free diet, three days of CHO-free diet, and their overlap with each diet. Thirty DEPS are differentially regulated in all four diets including the non-protective CHO-free diet (centre). The protective diets have 70 DEPS in common, of which 40 of those in common with the CHO-free diet are excluded (lower right). **(B)** Venn diagram showing the number of DEPS after three days of fasting, three days of a protein-free diet, two weeks and three days of 30%DR with their overlap. Forty-seven DEPS are differentially regulated in all fours diets (centre). A total of 15 DEPS were overlapping between the three protective diets.

**Figure 4:**
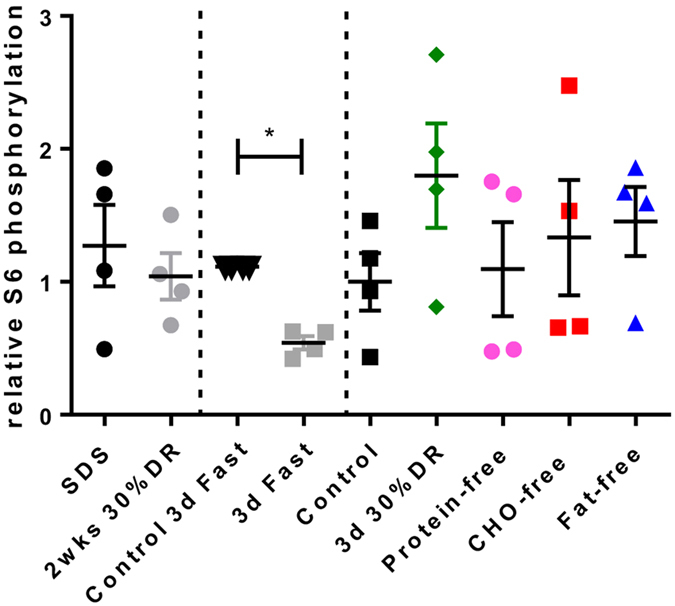
Relative S6 phosphorylation signals in kidney after various diet interventions. The ratio of phosphorylated S6 over total S6 was significantly lower after three days of fasting compared to its control diet. All other dietary interventions showed a large variation in phosphorylation levels that did not reach statistical significance.

**Table 1:** Comparison of the overlapping DEPS between the five dietary interventions and their corresponding P-value and enrichment factor.

Comparison	Overlapping DEPS	Relative overlap (%)*	Enrichment factor	*P*-value
Protein-free vs. Fasting	222	53.3	9.8	5.27E-169
2wks 30%DR vs. Fasting	247	45.9	8.7	8.88E-171
3d 30%DR vs. Fasting	208	42.0	8.7	3.12E-156
2wks 30%DR vs. 3d 30%DR	195	28.1	39.4	3.44E-270
Protein-free vs. CHO-free	113	24.9	6.0	5.84E-55
Fasting vs. CHO-free	584	23.7	5.9	3.73E-300
2wks 30%DR vs. CHO-free	122	20.4	8.2	5.71E-76
3d 30%DR vs. CHO-free	107	19.6	5.8	8.66E-48
Protein-free vs. 3d 30%DR	116	18.5	29.5	2.22E-138
Protein-free vs. 2wks 30%DR	95	15.2	22.3	1.15E-99

The highest percentage of relative overlap was found between three days of protein-free diet and two weeks of 30%DR. The enrichment factor indicates the number of times the overlapping DEPS is higher than expected by chance. All diets showed a significantly overlapping number of DEPS, as shown by the corresponding p-values in the last column. *Relative overlap is calculated by the number of DEPS in common between the two groups, divided by the total number of unique DEPS across both groups, relative to the theoretical maximum overlap according to this formula.

**Table 2:** Overview of the top 10 overrepresented canonical pathways in the meta-analysis ranked by their −log *P*-value.

*Meta-analysis*	Pathway Category	P-value	Genes Ratio	Z-score
Canonical Pathway				
LXR/RXR Activation	Nuclear Receptor Signaling	7.24E-09	16/121 (13.2%)	+0.302
FXR/RXR Activation	Nuclear Receptor Signaling	3.63E-06	13/127 (10.2%)	N/A
LPS/IL-1 Mediated Inhibition of RXR Function	Nuclear Receptor Signaling	2.24E-05	16/219 (7.3%)	−2.646
Superpathway of Cholesterol Biosynthesis	Fatty Acids and Lipids Biosynthesis, Sterol Biosynthesis	2.40E-05	6/28 (21.4%)	N/A
NRF2-mediated Oxidative Stress Response	Cellular Stress and Injury	3.72E-05	14/180 (7.8%)	−1.000
Aryl Hydrocarbon Receptor Signaling	Cell Cycle Regulation; Apoptosis; Xenobiotic Metabolism, Nuclear Receptor Signaling	5.13E-05	12/140 (8.6%)	+1.633
PXR/RXR Activation	Nuclear Receptor Signaling	9.12E-05	8/67 (11.9%)	N/A
Intrinsic Prothrombin Activation Pathway	Cardiovascular Signaling; Cellular Stress and Injury	3.47E-03	5/29 (17.2%)	N/A
Superpathway of Geranylgeranyldiphosphate Biosynthesis I	Cofactors, Prosthetic Groups and Electron Carriers Biosynthesis	3.98E-03	4/17 (23.5%)	N/A
Aldosterone Signaling in Epithelial Cells	Cardiovascular Signaling; Nuclear Receptor Signaling	4.57E-03	11/152 (7.2%)	N/A

The top 10 overrepresented pathways derived from the 640 DEPS in common between 3-days of fasting, two weeks 30%DR, three days of a protein-free diet and three days of a carbohydrate-free diet. These pathways are mostly involved in regulation of nuclear receptor signalling (five out of 10), biosynthesis signalling (two out of 10) and cellular stress and injury (two out of 10).

**Table 3:** List of upstream transcription factors after meta-analysis with corresponding z-scores in the different dietary interventions.

Dietary intervention	Meta-analysis	3-days fasting	2 weeks 30%DR	Protein-free	CHO-free	3 days 30%DR
Transcription Factor						
SMAD7 – SMAD family member 7	**+2.890**	+0.718	-0.128	**+2.466**	N/A	N/A
*FOXO3 - Forkhead box O3	**+2.729**	**+3.303**	+1.042	+1.701	−0.314	+1.893
FOXO1 - Forkhead box O1	**+2.692**	+1.599	−0.109	+0.269	−1.850	+0.360
*HNF4A – Hepatocyte nuclear factor 4 alpha	**+2.462**	**+2.122**	+1.179	**+2.089**	+0.109	+1.327
MYCN – v-myc avian myelocytomatosis viral oncogene	**+2.414**	+1.982	N/A	+1.245	**−2.464**	+1.091
CLOCK – Circadian Locomotor output Cycles Kaput	**+2.373**	+1.980	+1.119	N/A	+1.940	+1.925
*HMGA1 – High mobility group AT-hook 1	**+2.051**	+1.432	**+2.177**	+0.356	N/A	+0.785
MED1 – Mediator complex subunit 1	**+2.008**	**+2.058**	N/A	N/A	+0.102	N/A
SPDEF – SAM pointed domain containing ETS transcription factor	**+2.000**	**+2.170**	N/A	+1.000	N/A	N/A
LYL1 – Lymphoblastic leukemia associated hematopoiesis regulator 1	**+2.000**	**+2.000**	N/A	N/A	N/A	+1.982
SIM1 – Single-minded homolog 1	**+2.000**	+0.557	N/A	N/A	N/A	N/A
ARNT2 – Aryl hydrocarbon receptor nuclear translocator 2	**+2.000**	+0.557	N/A	N/A	N/A	N/A
GLI1 – GLI family zinc finger 1	**−2.183**	N/A	N/A	+0.057	N/A	N/A
*HSF1 – Heat shock factor protein 1	**−2.697**	−1.659	**−2.653**	**−2.376**	+0.462	−0.451
SREBF2 - Sterol regulatory element-binding transcription factor 2	**−2.923**	**−3.420**	N/A	−0.243	+0.660	N/A
SREBF1 - Sterol regulatory element-binding transcription factor 1	**−3.889**	**−2.794**	N/A	−1.304	+1.229	−0.779

Upstream regulator analysis of the DEPS found in common after 3-days of fasting, two weeks 30%DR and 3-days of a protein-free diet (meta-analysis) revealed 16 transcription factors (TFs) significantly regulated, of which 12 were activated and four were inhibited. Highest activated TFs were SMAD7 and FOXO3. *TFs of interest, that are not or oppositely regulated in the non-protective CHO-free diet. DR = dietary restriction; CHO = carbohydrate.

# Supplementary material for: A signature of renal stress resistance induced by short-term dietary restriction, fasting, and protein restriction
**Source:** Sci Rep. 2017 Jan 19;7:40901. doi: 10.1038/srep40901
**Supplement:** Supplementary Data

SUPPLEMENTARY DATA

A signature of renal stress resistance induced by short-term dietary restriction, fasting, and protein restriction

F. Jongbloed1,2§, T.C. Saat1§, M. Verweij1, C. Payan-Gomez3,4, J.H.J. Hoeijmakers3, S. van den Engel1, C.T. van Oostrom2, G. Ambagtsheer1, S. Imholz2, J.L.A. Pennings2, H. van Steeg2,5, J.N.M. IJzermans1, M.E.T. Dollé2, R.W.F. de Bruin1*

§Authors contributed equally

CONTENTS:

- **Fig S1. Effects on food intake, body weight and survival by macronutrient free diets and effects on kidney function upon subsequent renal ischemia reperfusion injury.**
- **Fig S2. PCA of all probes on the microarray chip.**
- **Fig S3. Schematic overview of the experimental design.**
- **Fig S4. PCR data of mRNA expression levels of genes related to significantly regulated transcription factors.**
- **Fig S5. Representative Western blots of kidney extracts for both phosphorylated (A) and total (B) ribosomal protein S6 with β-actin as a loading control used for the relative quantification in Figure 4.**
- **Table S1. List of genes corresponding to the DEPS found in common between all dietary interventions combined.**
- **Table S2. Top 10 overrepresented canonical pathways after fasting, dietary restriction and macronutrient free diets individually ranked by their –log P-value.**
- **Table S3. Top 10 overrepresented canonical pathways after the meta-analysis including fasting, dietary restriction and macronutrient free diets ranked by their –log P-value.**
- **Table S4**. **Composition and energy content of the individual diets.**
- **Table S5. Overview of the dietary interventions, the groups and numbers of mice used for phenotypical and transcriptional endpoints.**

**Figure S1.**

**
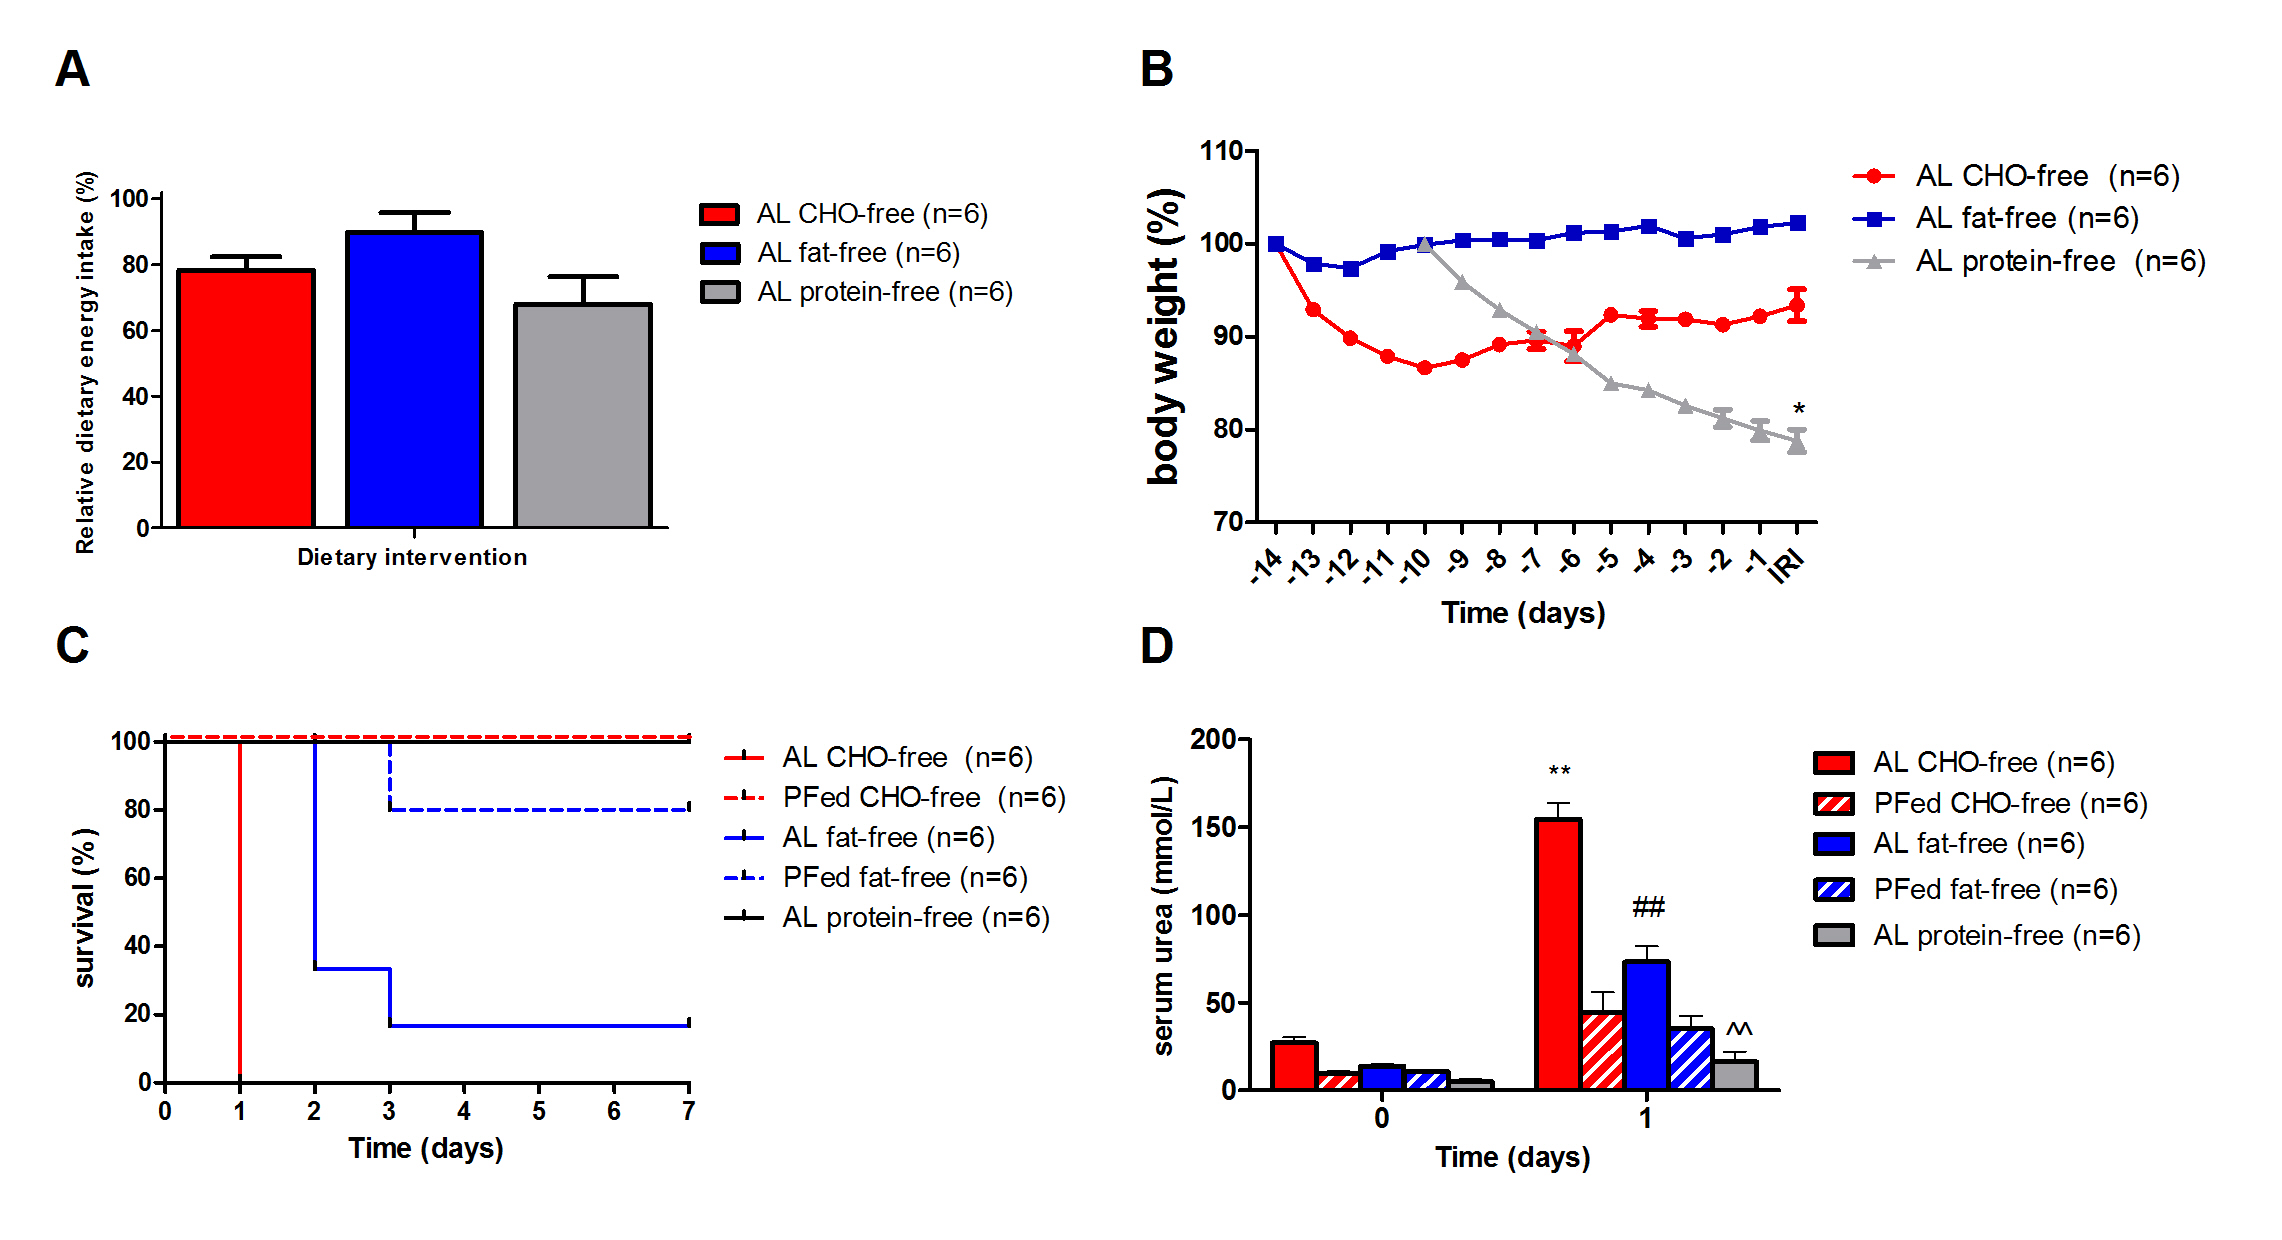
**

**Fig S1. Effects on food intake, body weight and survival by macronutrient free diets and effects on kidney function upon subsequent renal ischemia reperfusion injury.** **(A)** Relative to their control food intake during the 7 day acclimatization period, mice consumed (cumulatively during the whole intervention period) 21.7% less of the CHO-free diet, 10.1% of the fat-free diet and 32.7% of the protein-free diet. **(B)** Body weight of mice fed a CHO-free diet decreased during the 14-day period with 6.7%, while mice on a 14-day fat-free diet showed an increase in body weight with 2.3%. Mice fed a protein-free diet for 10 days lost more than 20% of their body weight on day 10. Because of this substantial loss of body weight, the protein-free diet was limited to a period of 10 days or less in the subsequent ischemia-reperfusion experiments. **(C)** Mouse mortality rates upon renal ischemia-reperfusion injury after both the CHO- and fat-free diet were significantly higher than their PFed controls (P<0.05). Mice fed a protein-free diet for 10 days showed a 100% survival following renal IRI. **(D)** Kidney function as determined byserum urea levels on day 1 after induction of renal IRI were significantly worsened in both the CHO-free (P<0.05) and fat-free (P<0.05) groups compared to PFed groups. Mice fed a protein-free diet showed lower serum urea levels one day after induction of IRI compared with CHO-free (P<0.01), the PFed CHO-free (P<0.05), the fat-free (P<0.01) and the PFed fat-free group (P<0.05). ** = P<0.05 compared to AL CHO-free diet on day 0. ## = P<0.05 compared to AL fat-free diet on day 0. ^^ = P<0.05 compared to AL protein-free diet on day 0.

**Figure S2**.

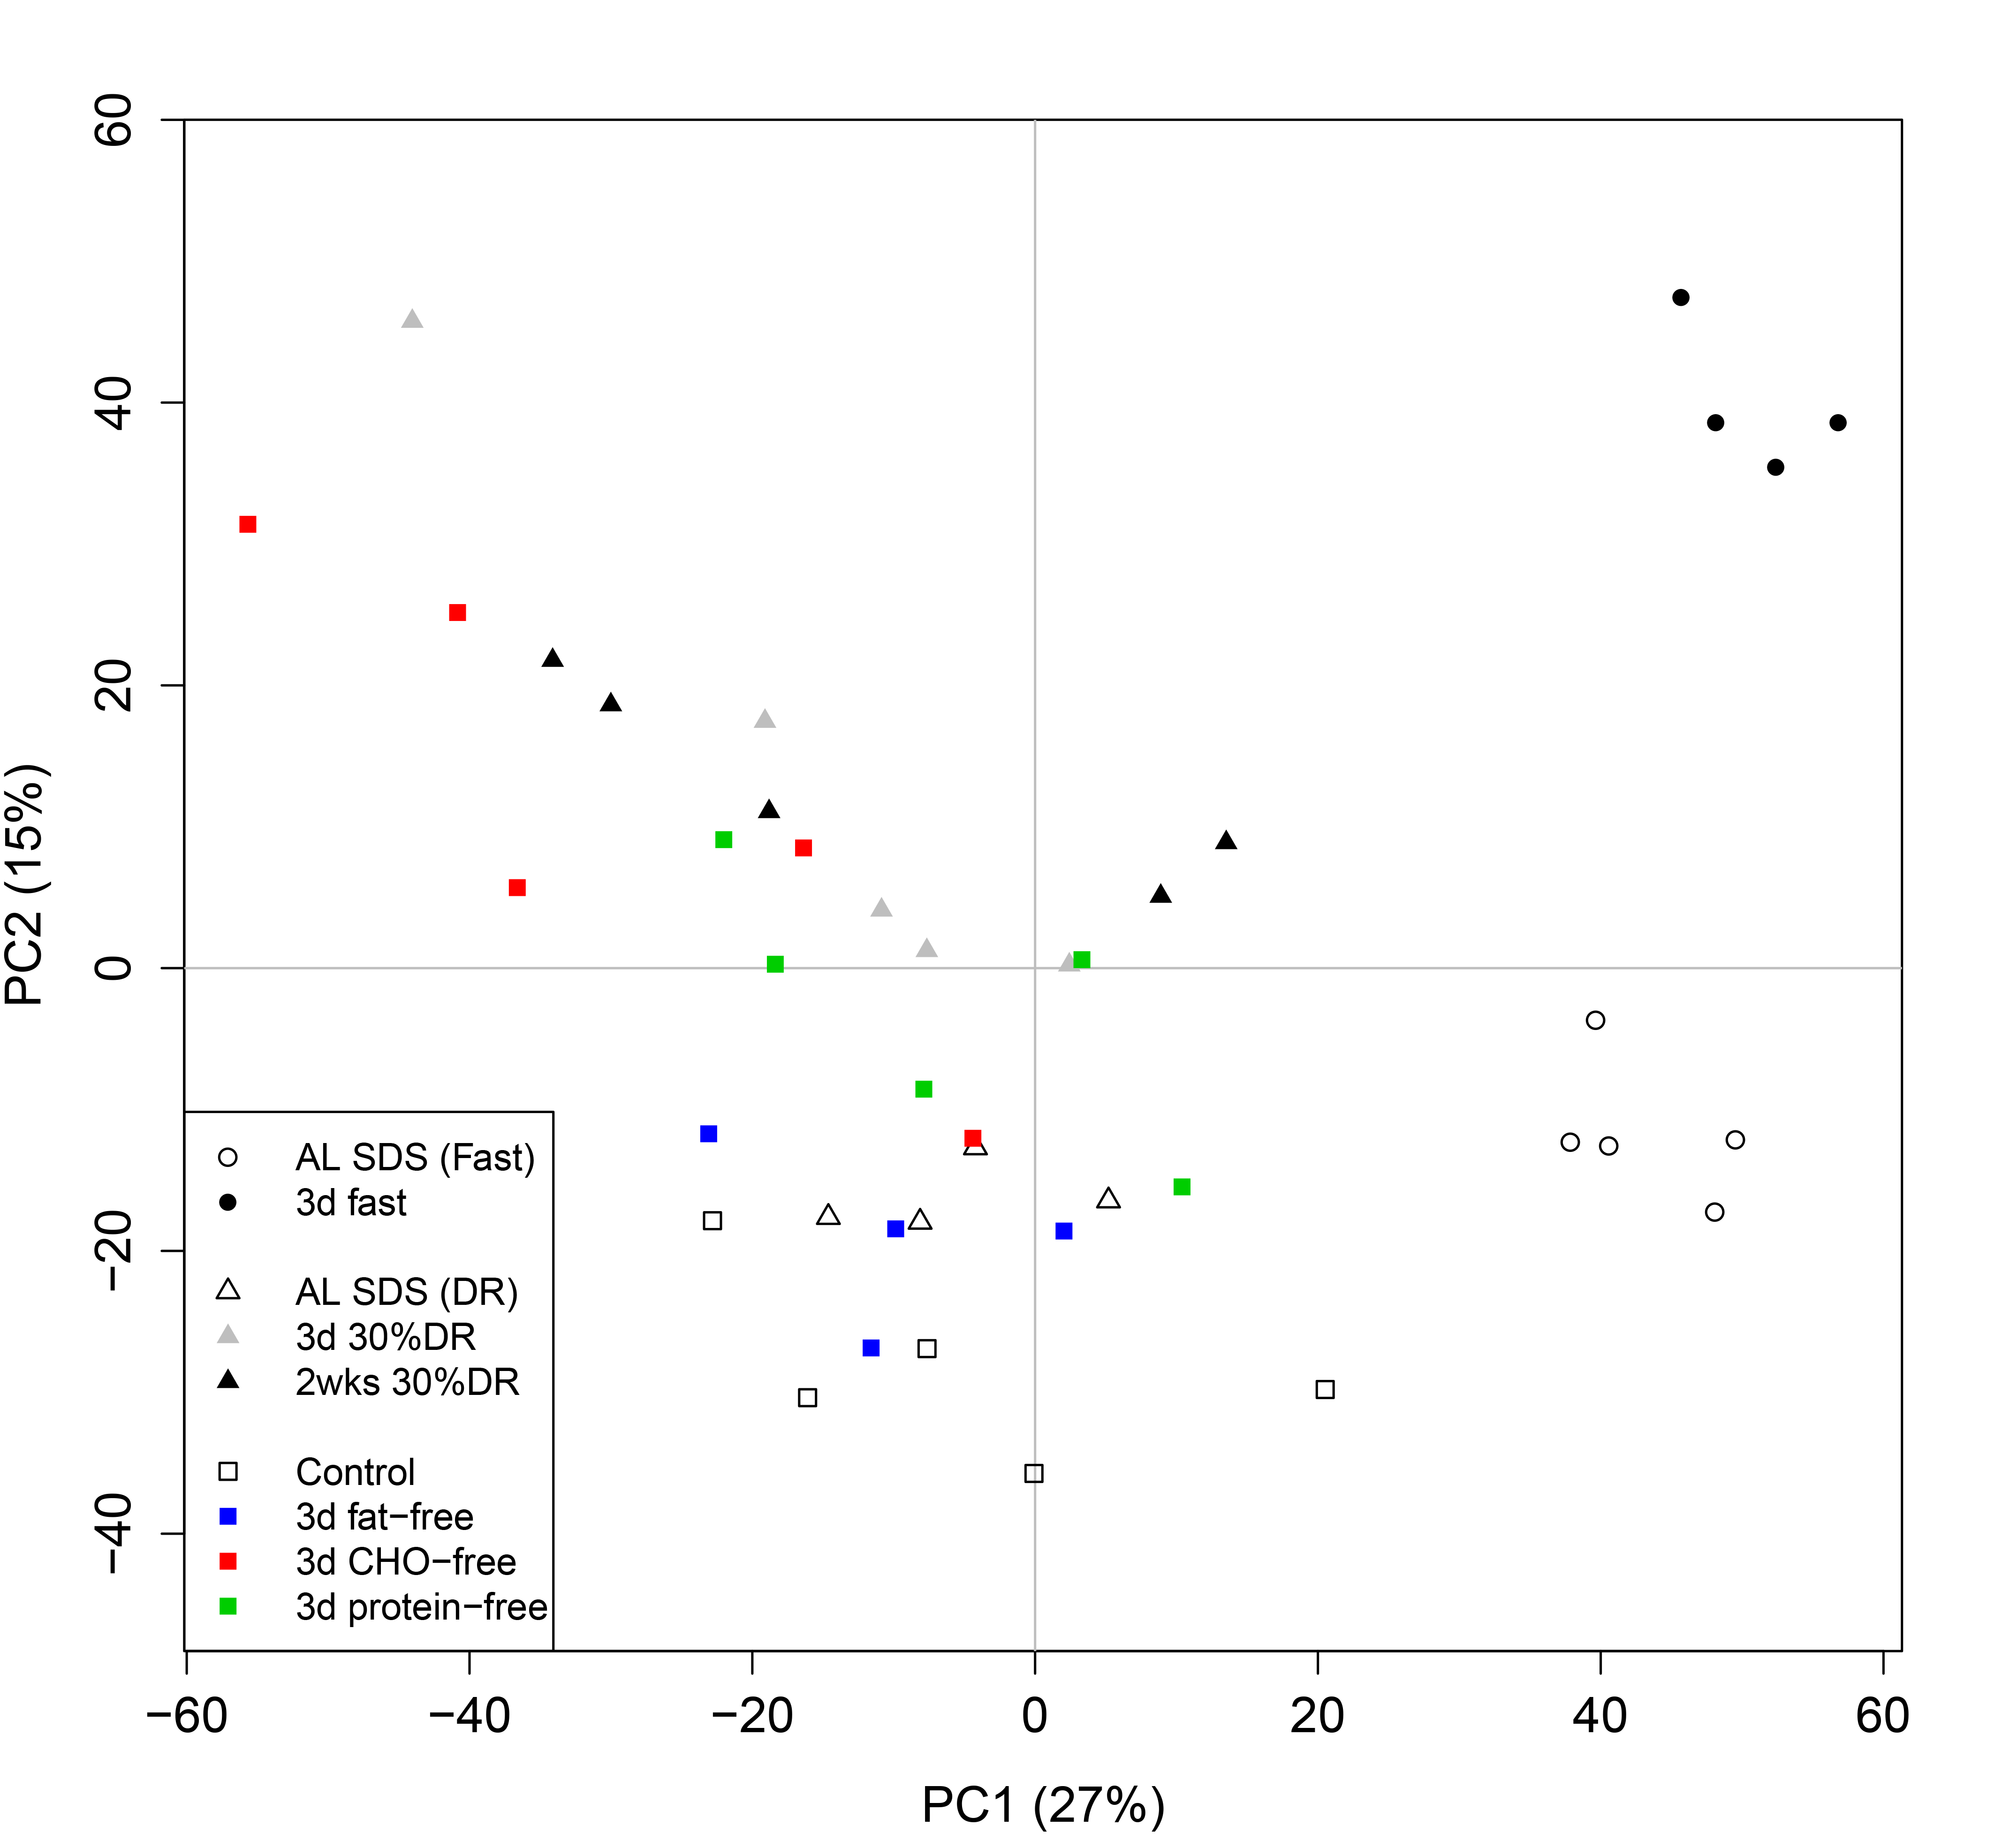

**Fig S2. PCA of all probes on the microarray chip.** This unbiased analysis shows the argest source of variability, PC1 is related to the date of hybridization. The 3-day fasting group and their corresponding control group were hybridized on a different date than the other groups. This result made the joint analysis of all datasets impracticable. PC2 explains only 15% of the variability, and it is related to the dietary interventions compared to the control samples. AL SDS (Fast)= control group of the 3-day fasting mice. AL SDS (DR) = control group of the 2 weeks 30%DR mice. Control = control group of the macronutrient-free diets.

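The second principal component over all probe sets held 10.1% of the variance here. Fasted kidneys lay at 25.5 ± 5.77 (SD, n = 4) on it and their SDS controls at -17.7 ± 5.2 (SD, n = 5). The CHO-free kidneys lay at 25.9 ± 23 (SD, n = 5) and the Control kidneys at -23.6 ± 12.2 (SD, n = 5). This difference had an exact permutation p of 0.00794, the smallest that 5 mice against 5 allow, and an adjusted p of 0.0635 over 8 tests. The 30%DR kidneys lay at 14 ± 15.5 (SD, n = 5) and their SDS controls at -11.5 ± 1.32 (SD, n = 3). Within the CHO-free group the score ran from -6.13 in TS32 to 54.0 in TS34, whose Gapdh 3' minus 5' differences were 0.98 and 2.45. In 30%DR mice it ran from -2.66 in TS73 to 31.1 in TS75, with 1.04 and 2.22. The order was not strict in between, and in this cohort diet and RNA quality were not told apart on the component. In the fasting cohort the scores ran from 21.0 to 33.7 in fasted mice and from -23.9 to -10.1 in SDS controls. Their Gapdh differences overlapped, from 0.84 to 1.05 and from 0.60 to 1.23. The control with 1.23, K349, had a score of -10.1. For the fasted mice these values argue against RNA quality, as read from Gapdh, as the source of the separation. The actin control probe sets were less clear. Their 3' minus 5' difference ran from 2.27 to 2.64 in fasted mice and from 1.89 to 2.37 in SDS controls. K349 had 2.37, above fasted mouse K339 with 2.27 and a score of 21.0. The other fasted arrays lay above every control, so a share of RNA quality in the separation stays open.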

**Figure S3.**

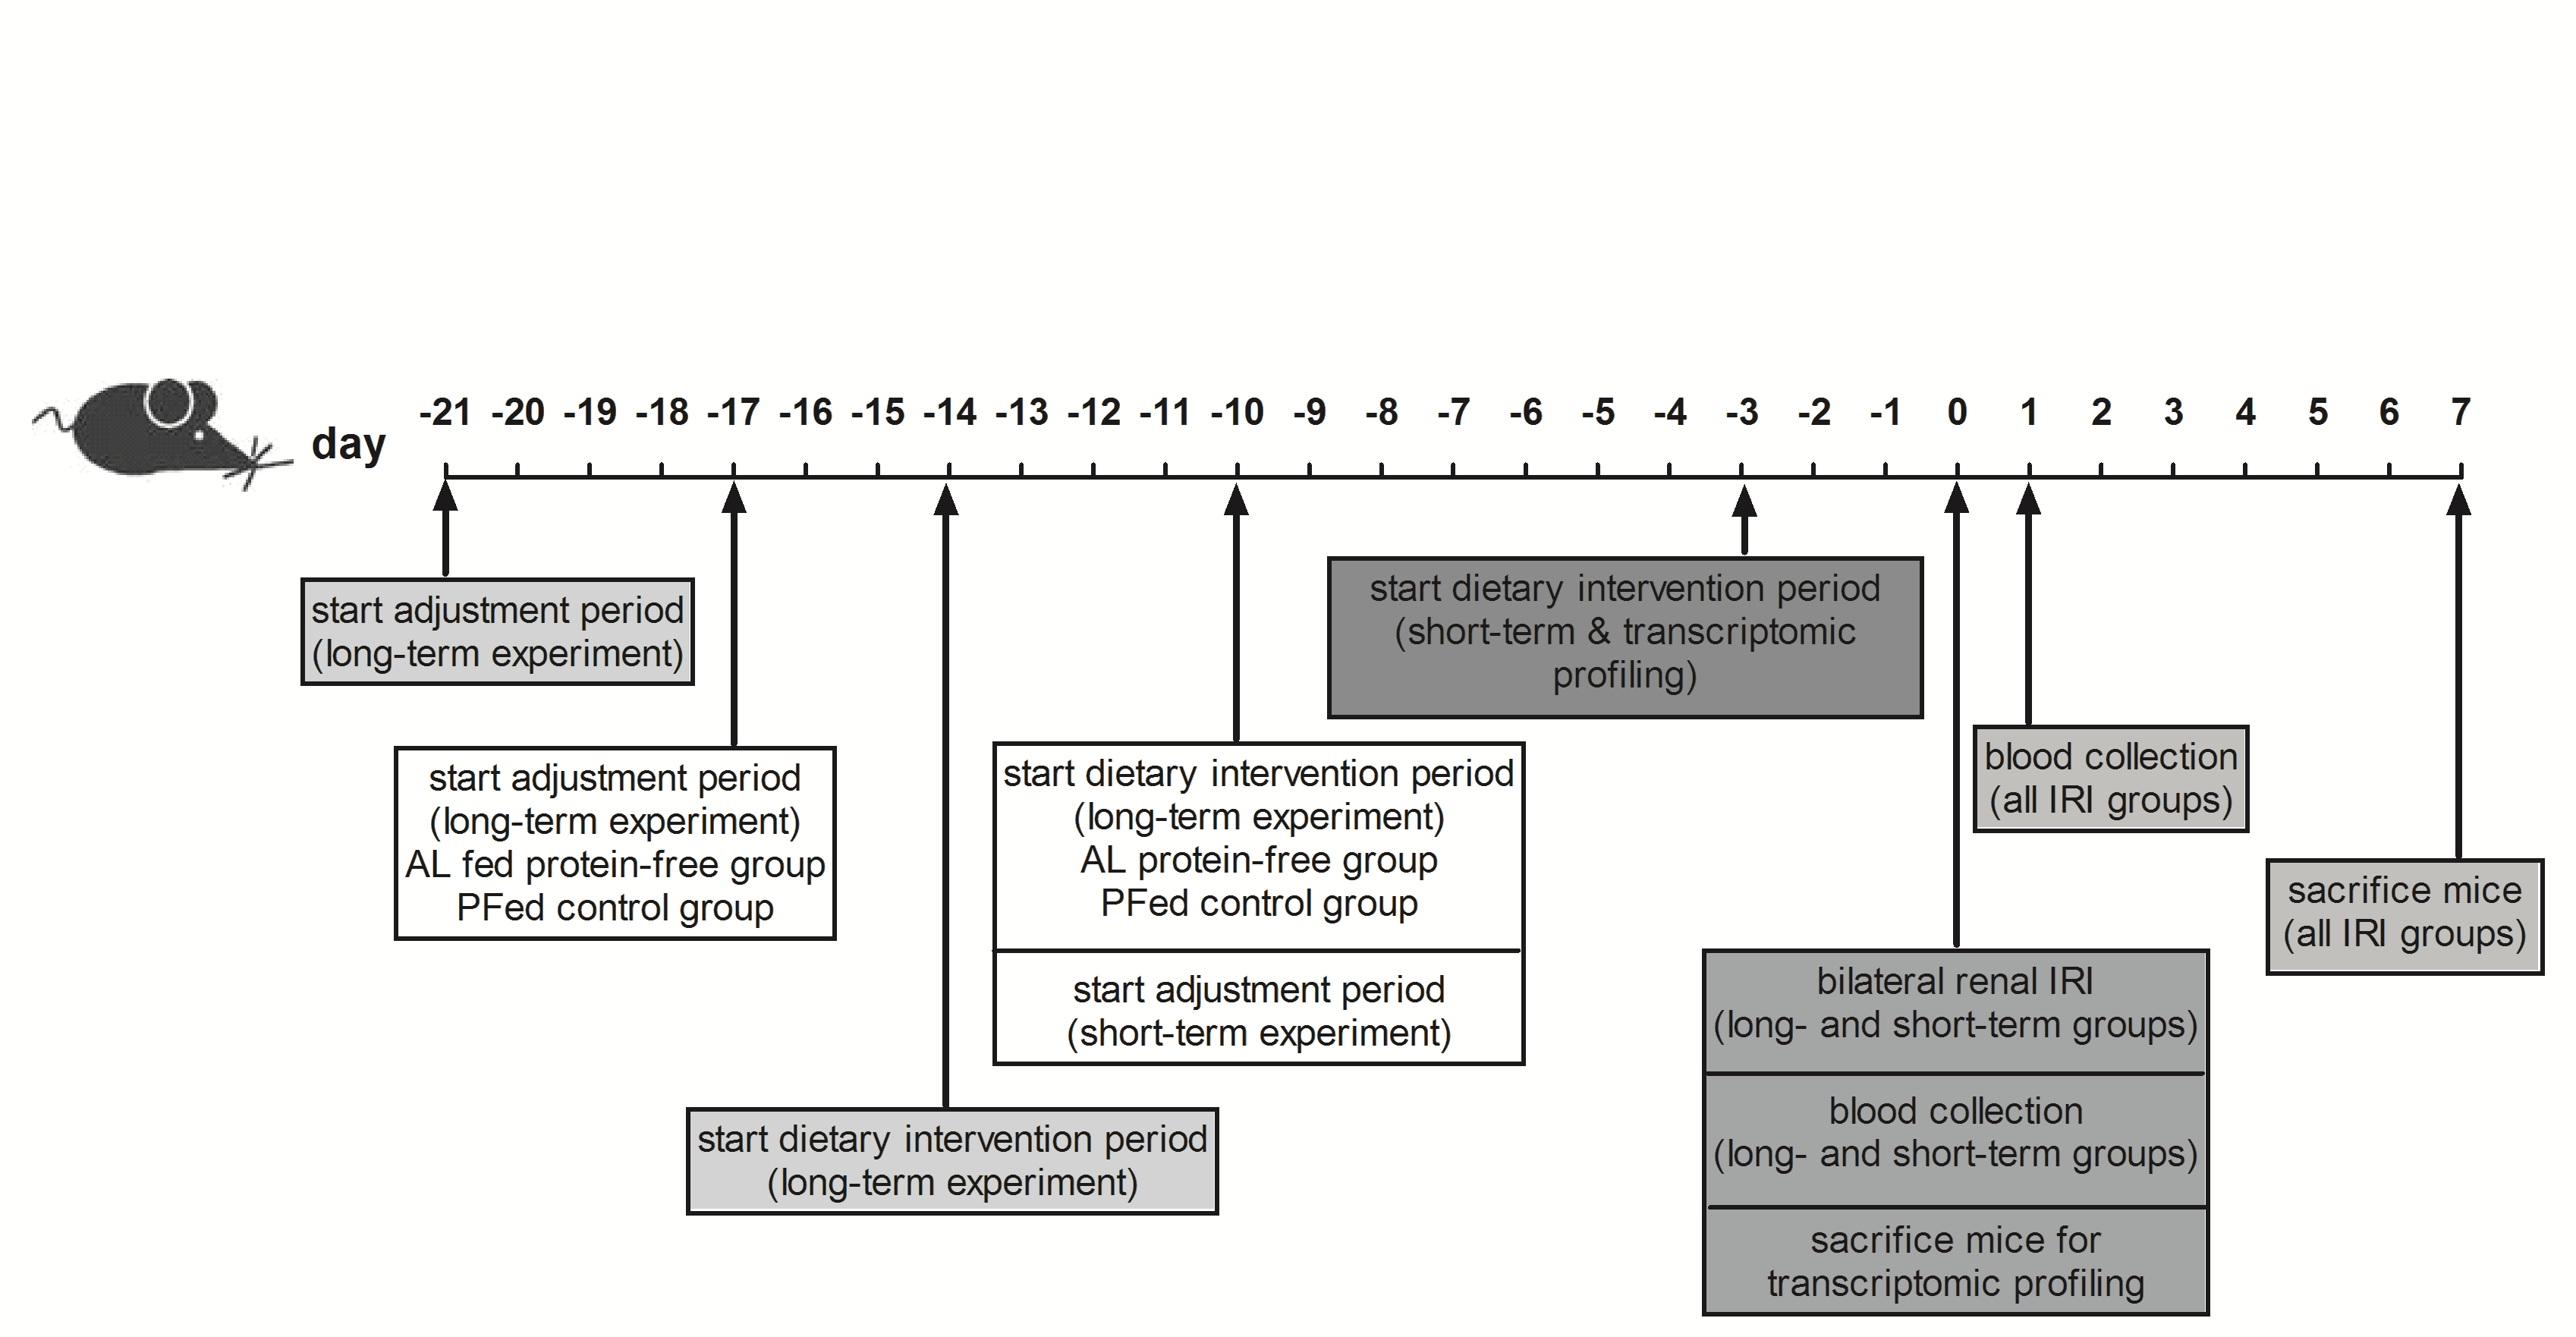

**Fig S3. Schematic overview of the experimental design.** After an acclimation period for all groups of 7 days on SDS chow, the long-term experiments started with diets given for either 10- or 14 days. At day -3 relative to induction of ischemia-reperfusion injury (IRI) the short-term dietary intervention and gene expression profiling experiments were started. At day 0, animals used for transcriptomic profiling were sacrificed for further analyses. In the other groups, blood collection was followed by induction of bilateral renal IRI for 37 minutes and collection of blood one day later. Mice were followed until day 7 after IRI, after which they were sacrificed.

**Figure S4.**

**
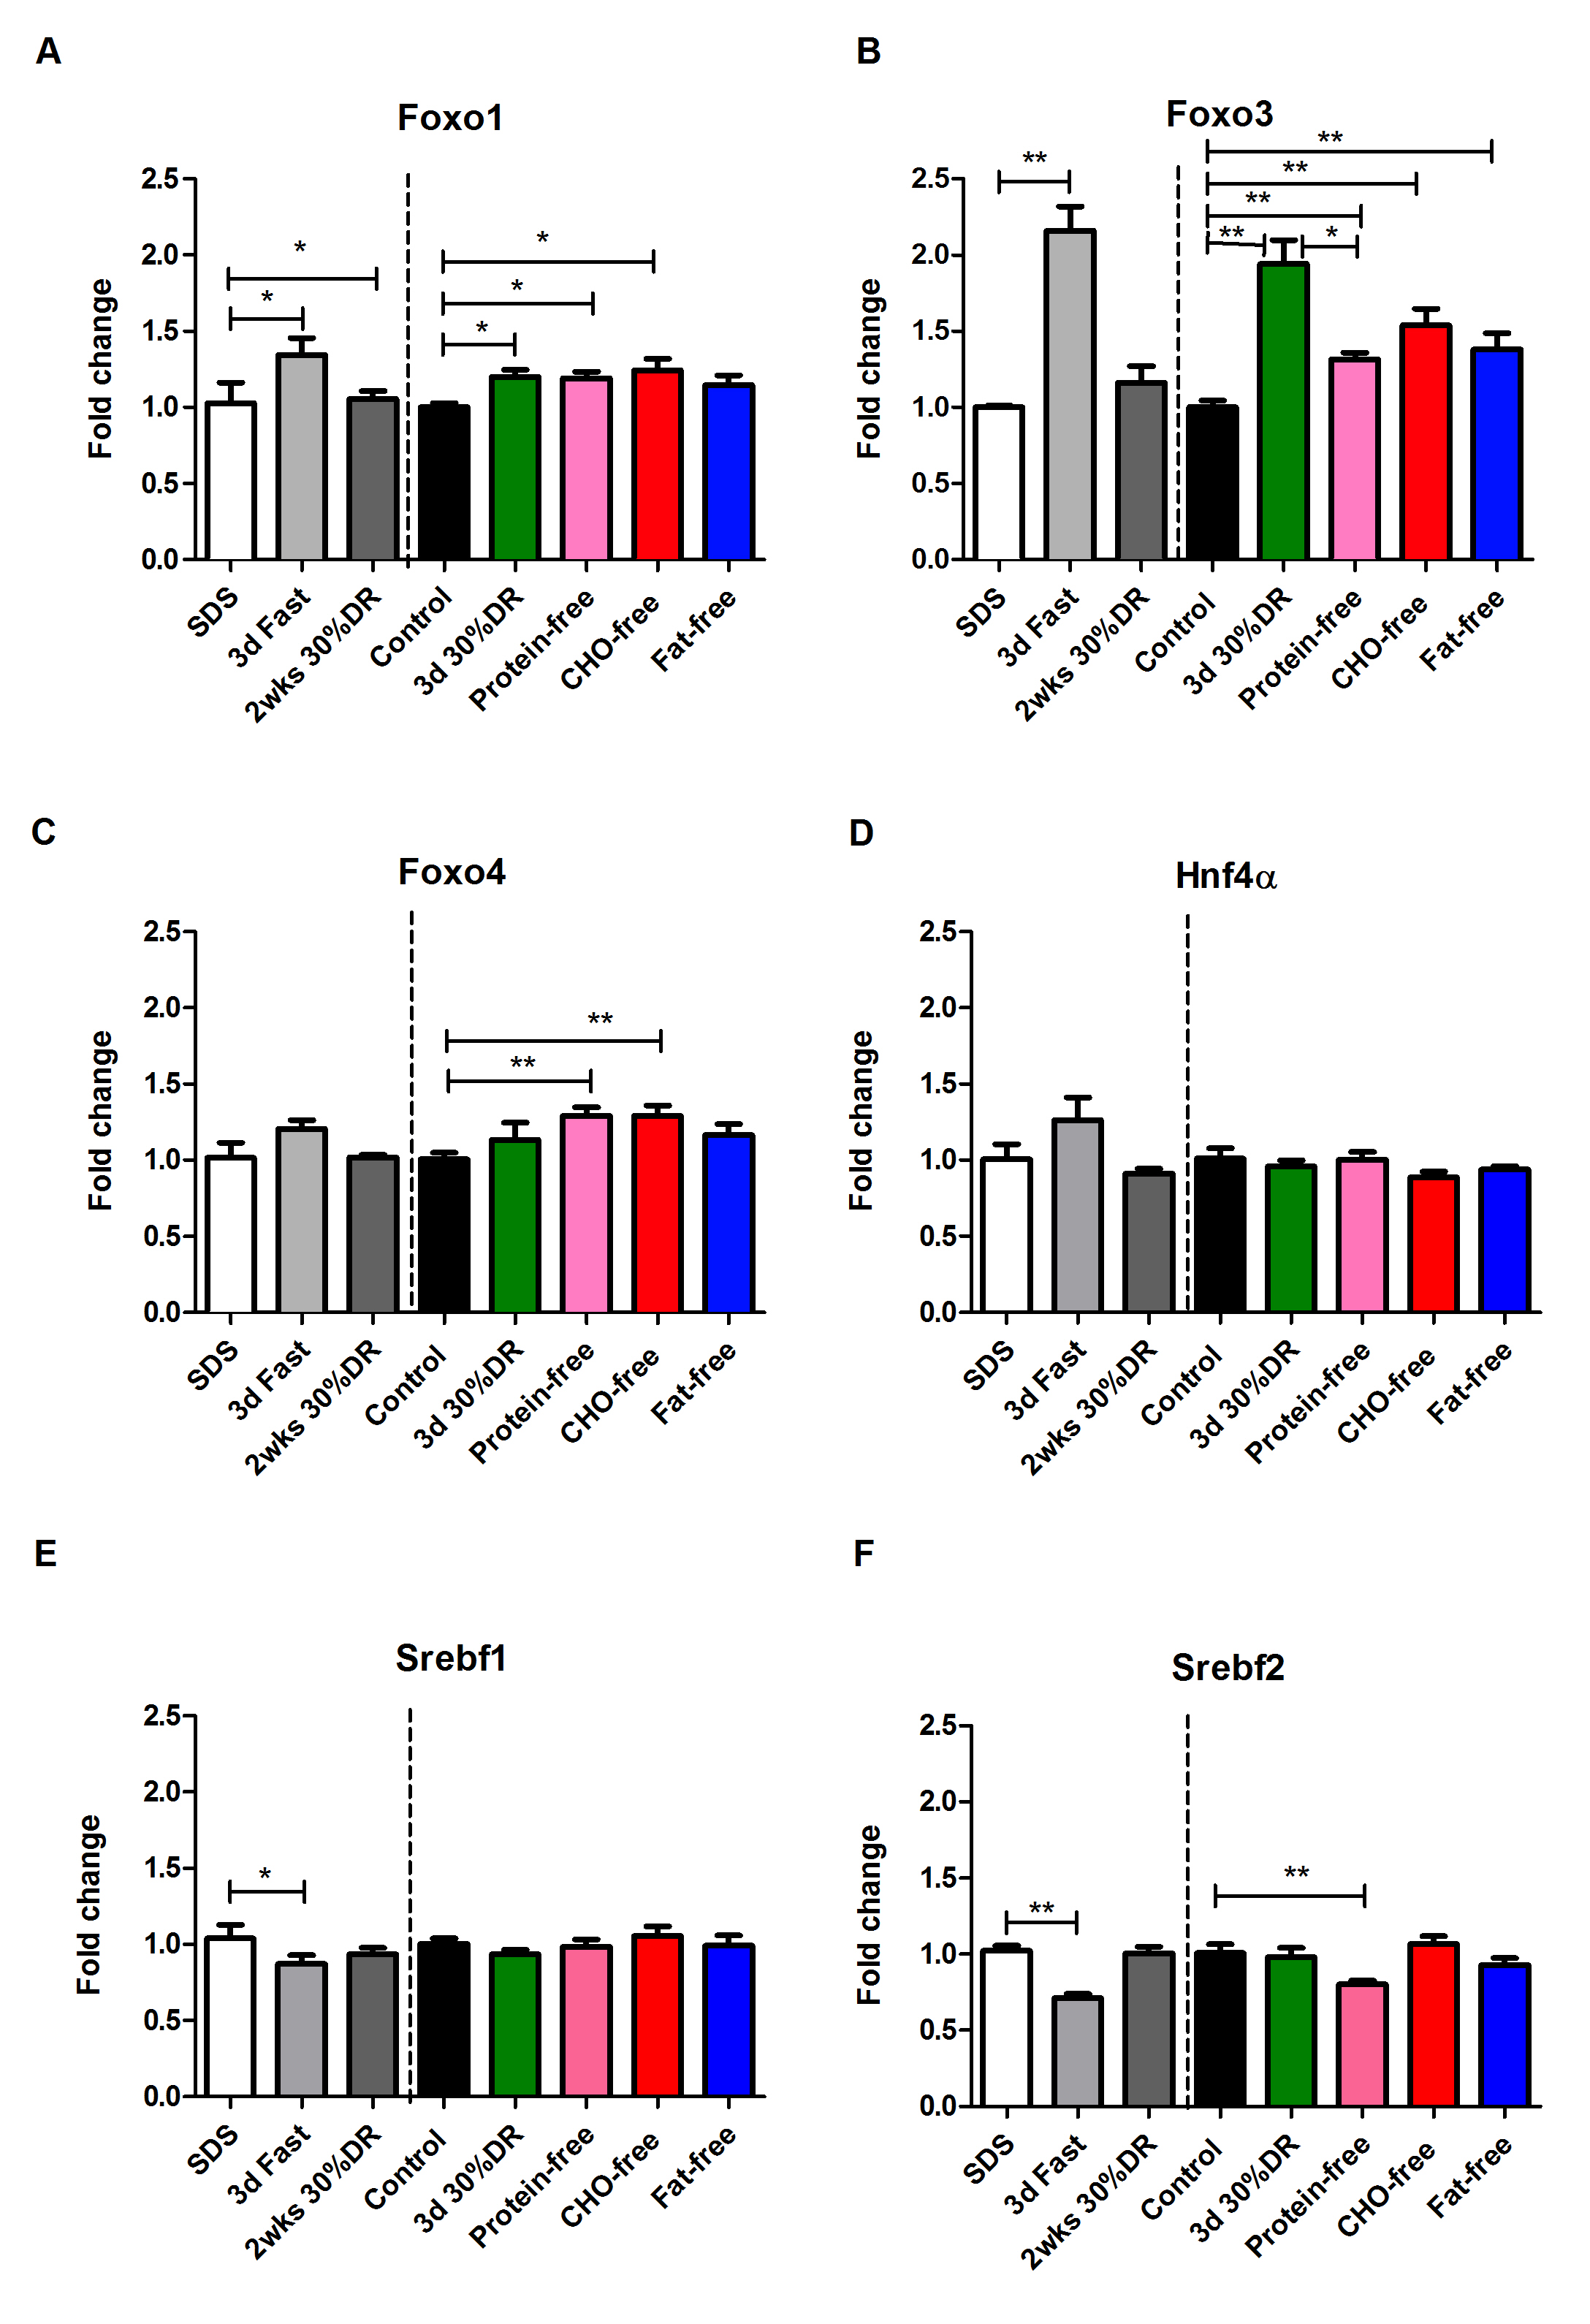
**

**Fig S4. PCR data of mRNA expression levels of genes related to significantly regulated transcription factors. (A)** FOXO1 was significantly higher after all diets except the fat-free diet. **(B)** FOXO3 showed significant upregulation after all diets except the 2 weeks 30% DR. **(C)** FOXO4 expression levels were significant higher after 3 days of 30% DR and 3-days of a CHO-free diet. **(D)** Hnf4 was not significantly regulated after any of the dietary interventions. **(E)** Srebf1 was down-regulated after 3 days of fasting, while **(F)** Srebf2 was significantly down-regulated after both 3 days of fasting and a 3-day protein-free diet. FOXO = forkhead box O; Hnf4 = hepatocyte nuclear factor 4-alpha; Srebf = sterol regulatory element-binding transcription factor 1. * = P<0.05; ** = P<0.01.

**Figure S5**

**A** **B**

| Slot | Dietary intervention |
| --- | --- |
| Mr | Marker lane |
| 1 | Control |
| 2 | CHO-free |
| 3 | Fat-free |
| 4 | Protein-free |
| 5 | 3-day 30% DR |
| 6 | 2-week 30% DR |
| 7 | SDS control |
| 8 | 3-day fasting |
| 9 | Reference sample |

**Fig S5**. **Representative Western blots** **of kidney extracts for both phosphorylated (A) and total (B) ribosomal protein S6 with** β**-actin as a loading control used for the relative quantification in Figure 4.** The depicted exemplary blots show a full set of kidney extracts from each indicated diet group (lanes *1 – 8*) next to a marker lane (lane *Mr*) and a reference sample (lane *9*). In total, four such sets of Western blots were generated, each with four unique complete series for each diet group. For interblot comparison the exact same amount of the reference sample (lane 9) was loaded on each blot. The relative phosphorylation ratios depicted in Figure 4. are derived from the quantified signal of the main band in each lane, subtracted with background and corrected for both the sample dependent β-actin signal and the blot dependent signal of the reference sample.

**Table S1. List of genes corresponding to the DEPS found in common between all dietary interventions combined.**

| **Affymetrix ID** | **Entrez Gene ID** | **Symbol** | **Gene Name** | **Log Ratio** |
| --- | --- | --- | --- | --- |
| 1415802_PM_at | 20501 | SLC16A1 | solute carrier family 16 (monocarboxylate transporter), member 1 | -0,488 |
| 1415828_PM_a_at | 28146 | SERP1 | stress-associated endoplasmic reticulum protein 1 | -0,639 |
| 1416414_PM_at | 100952 | EMILIN1 | elastin microfibril interfacer 1 | -0,623 |
| 1416630_PM_at | 15903 | ID3 | inhibitor of DNA binding 3, dominant negative helix-loop-helix protein | 1,008 |
| 1417150_PM_at | 15567 | SLC6A4 | solute carrier family 6 (neurotransmitter transporter), member 4 | 0,537 |
| 1418591_PM_at | 58233 | DNAJA4 | DnaJ (Hsp40) homolog, subfamily A, member 4 | -0,709 |
| 1419040_PM_at | 56448 | Cyp2d22 | cytochrome P450, family 2, subfamily d, polypeptide 22 | 1,033 |
| 1422974_PM_at | 23959 | NT5E | 5'-nucleotidase, ecto (CD73) | -1,037 |
| 1423392_PM_at | 29876 | CLIC4 | chloride intracellular channel 4 | -0,782 |
| 1423627_PM_at | 18104 | NQO1 | NAD(P)H dehydrogenase, quinone 1 | 1,024 |
| 1424618_PM_at | 15445 | HPD | 4-hydroxyphenylpyruvate dioxygenase | 1,064 |
| 1424983_PM_a_at | 78832 | CACUL1 | CDK2-associated, cullin domain 1 | -0,746 |
| 1426568_PM_at | 117591 | SLC2A9 | solute carrier family 2 (facilitated glucose transporter), member 9 | 0,684 |
| 1426896_PM_at | 59057 | ZNF24 | zinc finger protein 24 | -0,495 |
| 1427364_PM_a_at | 18263 | ODC1 | ornithine decarboxylase 1 | -0,975 |
| 1427931_PM_s_at | 216134 | PDXK | pyridoxal (pyridoxine, vitamin B6) kinase | 1,251 |
| 1428332_PM_at | 216505 | PIK3IP1 | phosphoinositide-3-kinase interacting protein 1 | 0,828 |
| 1433557_PM_at | 52609 | CBX7 | chromobox homolog 7 | 0,618 |
| 1434437_PM_x_at | 20135 | RRM2 | ribonucleotide reductase M2 | -0,128 |
| 1434974_PM_at | 228026 | PDK1 | pyruvate dehydrogenase kinase, isozyme 1 | 0,683 |
| 1436893_PM_a_at | 57438 | MARCH7 | membrane-associated ring finger (C3HC4) 7, E3 ubiquitin protein ligase | 0,585 |
| 1438211_PM_s_at | 13170 | DBP | D site of albumin promoter (albumin D-box) binding protein | 1,768 |
| 1439797_PM_at | 19015 | PPARD | peroxisome proliferator-activated receptor delta | -0,838 |
| 1443870_PM_at | 239273 | ABCC4 | ATP-binding cassette, sub-family C (CFTR/MRP), member 4 | 1,063 |
| 1449183_PM_at | 12846 | COMT | catechol-O-methyltransferase | -0,944 |
| 1449460_PM_at | 142688 | ASB13 | ankyrin repeat and SOCS box containing 13 | -0,686 |
| 1449848_PM_at | 14675 | GNA14 | guanine nucleotide binding protein (G protein), alpha 14 | -0,832 |
| 1451122_PM_at | 319554 | IDI1 | isopentenyl-diphosphate delta isomerase 1 | -1,173 |
| 1452264_PM_at | 209039 | TNS2 | tensin 2 | 0,757 |
| 1454709_PM_at | 100201 | TMEM64 | transmembrane protein 64 | -0,867 |
| 1455293_PM_at | 235497 | LEO1 | LEO1 homolog, Paf1/RNA polymerase II complex component | -0,727 |
| 1455343_PM_at | 233765 | PLEKHA7 | pleckstrin homology domain containing, family A member 7 | 0,922 |
| 1455393_PM_at | 12870 | CP | ceruloplasmin (ferroxidase) | 1,037 |
| 1455490_PM_at | 18703 | PIGR | polymeric immunoglobulin receptor | 0,924 |
| 1457689_PM_at | 319934 | SBF2 | SET binding factor 2 | 0,761 |
| 1458176_PM_at | 18628 | PER3 | period circadian clock 3 | 1,072 |
| 1460239_PM_at | 66109 | TSPAN13 | tetraspanin 13 | -0,925 |

The Afymmetrix probe sets, their corresponding Entrez Gene ID, symbol, gene name and log ratio are depicted in ascending order of the Affymetrix probe set. Only the probe sets with a corresponding gene ID are listed, therefore probe sets corresponding to the same gene ID are excluded. Log Ratio = log transformed fold change.

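The log ratios of Table S1 were set beside the log2 fold changes computed here. They match the mean over fasting, 14-day 30%DR, the protein-free and the CHO-free diet, with a median absolute difference of 0.0084 and the largest of 0.0348 over the 37 probe sets, and the same sign in all 37. They are thus on the log2 scale. For PIGR this mean was 0.93 here, for TSPAN13 -0.92 and for IDI1 -1.16.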

**Table S2. Top 10 overrepresented canonical pathways after fasting, dietary restriction and macronutrient free diets individually ranked by their –log P-value.**

Top 10 overrepresented pathways after dietary restriction and macronutrient free diets, with the exception of the 3-day fat-free diet that showed no differentially expressed probe sets. Analysis revealed no pathways regulated in common between the three protective diets. Furthermore, no pathways were oppositely regulated in the non-protective CHO-free diet. Genes ratio is the number and percentage of genes differentially expressed in ratio to the total number of genes involved in the pathway.

**Table S3. Top 10 overrepresented canonical pathways after the meta-analysis including fasting, dietary restriction and macronutrient free diets ranked by their –log P-value.**

| ***Meta-analysis II (including 3-day 30% DR)*** |  |  |  |  |
| --- | --- | --- | --- | --- |
| **Canonical Pathway** | **Pathway Category** | **P-value** | **Genes Ratio** | **Z-score** |
| LPS/IL-1 Mediated Inhibition of RXR Function | Nuclear Receptor Signaling | 4.68E-05 | 10/221 (4.5%) | N/A |
| NRF2-mediated Oxidative Stress Response | Cellular Stress and Injury | 8.92E-05 | 9/193 (4.7%) | N/A |
| PXR/RXR Activation | Nuclear Receptor Signaling | 3.59E-04 | 5/65 (7.7%) | N/A |
| Noradrenaline and Adrenaline Degradation | Degradation/Utilization/ Assimilation; Hormones | 5.25E-04 | 4.40 (10.0%) | N/A |
|  |  |  |  |  |
| Aryl Hydrocarbon Receptor Signaling | Cell Cycle Regulation; Apoptosis; Xenobiotic Metabolism, Nuclear Receptor Signaling | 2.08E-03 | 6/140 (4.3%) | N/A |
| Superpathway of Cholesterol Biosynthesis | Fatty Acids and Lipids Biosynthesis, Sterol Biosynthesis | 2.23E-03 | 3/28 (10.7%) | N/A |
| Glutathione-mediated Detoxification | Degradation/Utilization/ Assimilation; Detoxification | 2.47E-03 | 3/29 (10.3%) | N/A |
| Circadian Rhythm Signaling | Neurotransmitters and Other Nervous System Signaling | 3.59E-03 | 3/33 (9.1%) | N/A |
| Retinoate Biosynthesis I | Vitamin (A) Biosynthesis; Cofactors, Prosthetic Groups and Electron Carriers Biosynthesis | 3.91E-03 | 3/34 (8.8%) | N/A |
| Dopamine Degradation | Degradation/Utilization/ Assimilation; Amines and Polyamines Degradation | 4.25E-03 | 3/35 (8.6%) | N/A |

The top 10 overrepresented pathways derived from the 279 DEPS in common between 3-days of fasting, 2 weeks 30%DR, 3 days of a protein-free and 3 days of a 30%DR diet. These pathways are mostly involved in regulation of nuclear receptor signalling (5 out of 10), biosynthesis signalling (2 out of 10) and cellular stress and injury (2 out of 10).

**Table S4**. **Composition and energy content of the individual diets.**

| **Ingredient** | ***Control*** | ***SDS-CRMP*** | ***Carbohydrate-free*** | ***Fat-free*** | ***Protein-free*** |
| --- | --- | --- | --- | --- | --- |
| Crude protein* (%/g)  Casein, lactic (%/g) | 20.0 | 16.4 | 99.2 | 31.3 | 0 |
|  |  |  |  |  |  |
| **Total kcal/g** | **3.8** | **3.3** | **3.4** | **3.5** | **3.8** |
|  |  |  |  |  |  |
| Protein (g/kg) | 179.0 | 183.5 | 887.9 | 280.1 | 0.0 |
| Carbohydrate (g/kg) | 710.0 | 574.0 | 1.0 | 710.0 | 889.0 |
| Fat (g/kg) | 45.0 | 33.6 | 45.0 | 0.0 | 45.0 |
| Fiber (g/kg) | 50.0 | 24.8 | 50.0 | 50.0 | 50.0 |
|  |  |  |  |  |  |
| Protein (g%) | 17.0 | 22.0 | 77.2 | 24.9 | 0 |
| Carbohydrate (g%) | 67.3 | 68.9 | 0.1 | 63.1 | 86.2 |
| Fat (g%) | 4.3 | 9.1 | 3.9 | 0.0 | 4.4 |
| Fiber (g%) | 4.7 | 4.2 | 4.3 | 4.4 | 4.8 |
|  |  |  |  |  |  |
| Protein (kcal/kg) | 716 | 734 | 3551 | 1121 | 0 |
| Carbohydrate (kcal/kg) | 2840 | 2296 | 4 | 2840 | 3556 |
| Fat (kcal/kg) | 405 | 303 | 405 | 0 | 405 |
|  |  |  |  |  |  |
| Protein (kcal%) | 18 | 22 | 90 | 28 | 0 |
| Carbohydrate (kcal%) | 72 | 69 | 0 | 72 | 90 |
| Fat (kcal%) | 10 | 9 | 10 | 0 | 10 |

***protein sources: wheat, barley, soya, maize, potato protein**

**Table S5. Overview of the dietary interventions, the groups and numbers of mice used for phenotypical and transcriptional endpoints.**

(A) Overview IRI long-term experiments

| **Dietary Intervention** | **Model** | **Duration (days)** | **Number of mice** | **Follow-up (days)** | **Parameters measured** |
| --- | --- | --- | --- | --- | --- |
| Control SDS | C57BL/6 | 14 | 10 | 7 | Survival, body weight, kidney function |
| Control | C57BL/6 | 14 | 12 | 7 | Survival, body weight, kidney function |
| Fat-free | C57BL/6 | 14 | 6 | 7 | Survival, body weight, kidney function |
| Pair-fed fat-free | C57BL/6 | 14 | 6 | 7 | Survival, body weight, kidney function |
| Carbohydrate-free | C57BL/6 | 14 | 6 | 1 | Survival, body weight, kidney function |
| Pair-fed carbohydrate-free | C57BL/6 | 14 | 6 | 7 | Survival, body weight, kidney function |
| Protein-free | C57BL/6 | 10 | 6 | 7 | Survival, body weight, kidney function |

(B) Overview IRI short-term experiments

| **Dietary Intervention** | **Model** | **Duration (days)** | **Number of mice** | **Follow-up (days)** | **Parameters measured** |
| --- | --- | --- | --- | --- | --- |
| Control | C57BL/6 | 3 | 4 | 7 | Survival, body weight, kidney function |
| Protein-free | C57BL/6 | 3 | 4 | 7 | Survival, body weight, kidney function |
| AL Control (control to 3-day 30%DR) | C57BL/6 | 3 | 4 | 7 | Survival, body weight, kidney function |
| 3 days 30% DR | C57BL/6 | 3 | 6 | 7 | Survival, body weight, kidney function |

**(C) Overview of gene transcription experiments**

| **Dietary Intervention** | **Model** | **Duration (days)** | **Number of arrays** | **Follow-up (days)** | **Parameters measured** |
| --- | --- | --- | --- | --- | --- |
| Control SDS (control 2-week 30% DR) | C57BL/6 | 14 | 4 | 0 | Gene expression profiling in kidney tissue |
| 2-week 30% DR | C57BL/6 | 14 | 5 | 0 | Gene expression profiling in kidney tissue |
| Control SDS (control 3-day fasting) | C57BL/6 | 3 | 5 |  | Gene expression profiling in kidney tissue |
| 3-day fasting | C57BL/6 | 3 | 4 | 0 | Gene expression profiling in kidney tissue |
| Control | C57BL/6 | 3 | 5 | 0 | Gene expression profiling in kidney tissue |
| Protein-free | C57BL/6 | 3 | 5 | 0 | Gene expression profiling in kidney tissue |
| Fat-free | C57BL/6 | 3 | 4 | 0 | Gene expression profiling in kidney tissue |
| Carbohydrate-free | C57BL/6 | 3 | 5 | 0 | Gene expression profiling in kidney tissue |

How the deposited data were processed for this re-analysis (not part of the article)

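Total RNA of mouse kidneys was measured on Affymetrix HT MG-430 PM arrays, 1 array per mouse. Used here were 36 arrays of 8 groups: 3-day fasting (n = 4) and its SDS controls (n = 5), 14-day 30%DR (n = 5) and its SDS controls (n = 3, where Table S5 lists 4), and the 3-day CHO-free, Control and protein-free diets (n = 5 each) and the 3-day fat-free diet (n = 4). Arrays of 3-day 30%DR were not used here, so nothing is reported on that diet, and the protein measurements, the PCR and the outcome after ischemia were not analysed either. The deposited values are log2 values that the authors made with RMA (background correction, quantile normalization and median polish), run by itself on each of the 2 cohorts, and the version of RMA is not given in the sources used here. They range from 2.00 to 13.9 over 45141 probe sets and were used as they are. The number of arrays limits the precision. In data simulated with the groups' sizes and spread, limma called 34.3% to 53.7% of probe sets changed 1.5-fold and 95.5% to 100% of those changed 2-fold (a change of 1.5-fold lies at the fold change minimum itself, which many of its estimates miss with any number of arrays), with 2 to 5 false calls per comparison.

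The tests were made with limma 3.58.1 in R 4.3.3, with default settings of eBayes, once for the 9 arrays of the fasting cohort and once for the 27 others, which share an estimate of the spread. Each diet was compared with its own control group, and the Control diet with the SDS chow. The differences between diets were tested as contrasts of the same model. A probe set was called at a false discovery rate under 5% (Benjamini-Hochberg over all probe sets) and a fold change of at least 1.5, the thresholds of the paper. Whether the paper fitted its groups together is not given in the sources used here. Gene symbols came from the array annotation in the deposited files, in which 28898 probe sets have 1 symbol, of 17097 genes, and some well-known genes have none, so that they could not be discussed. The genes named in the text were chosen by a rule. It takes in each comparison the 12 highest and the 12 lowest genes among the called probe sets whose diet arrays all lie above or all below every control array, up to 4 called members of each gene group, every gene of Table S1 and the genes the paper names. A gene that the rule names in 1 comparison is given in others too, and the genes shown for a count of 5 or fewer or for the meta-analyses were named after their values were seen. The values of Table S1 and of the text were known when the rule was written.

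The 39 gene groups, written from textbook knowledge, were tested with limma's camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry, on 1 probe set per gene. The overlap of called probe sets was tested with the 1-sided hypergeometric test over all probe sets, with the enrichment factor of the paper. As the protein-free, fat-free and CHO-free mice share their Control mice, overlaps and correlations among these diets were set beside 100 simulations without any effect, and the Control mice were split between the protein-free and the CHO-free comparison in 20 ways. Directions, distances and principal components used the probe sets called after fasting, with exact permutation tests of the component scores. The rank product over all pairs of diet and control arrays was written in Python 3.11.15 with numpy 2.4.6, since the package the paper used was not at hand, with 100 permutations, a false discovery rate under 5% and a mean fold change of at least 1.5. On 4000 simulated probe sets it called 100% of 200 changed 2-fold and 0 of the others. Members of the gene groups among its genes were counted with Fisher's exact test from scipy 1.17.1, an analysis added after the counts had been seen. Figures were drawn with matplotlib 3.10.9.

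Set before the data were examined were the comparisons, the thresholds, the gene groups and the alternatives, namely a trended and robust prior, quantile normalization, subtraction of each array's median, the probe sets above the median signal, no fold change minimum, limma's treat, array weights, genes instead of probe sets, a model of the 2 groups alone, joined control groups, other inputs of the principal components and leaving out each array in turn. Chosen after seeing the data were all alternatives for the differences between diets, leaving out arrays for the overlaps, and 3 more: the 3' minus 5' difference of the Gapdh control probe sets as a covariate, the mean of the adipocyte markers as a covariate, and leaving out CHO-free mice TS34 and TS35, as well as a wider set of CHO-free probe sets to remove from the meta-analysis. The pathway and transcription factor scores of the paper rest on a commercial knowledge base and were not repeated, and the gene groups stand in for them. Some results for single genes are not reported here.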

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

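In this part the covariates and the count without 2 CHO-free mice were chosen after the DEPS had been counted, and the test of the direction shared with fasting after its own result had been seen, as was the division of the Control diet probe sets by their correlation, whereas the differences between diets were planned. Protein-free and CHO-free kidneys differed in 1101 probe sets, 606 higher and 495 lower on the protein-free diet. Slc38a3 was lower on the protein-free diet, with a difference of -3.47, and Cyp24a1 higher, with 3.60 on the log2 scale. Of 30 cell cycle genes 7 were lower on the protein-free diet (adjusted p = 4.99e-06 from camera, and adjusted p = 0.0957 with an estimated correlation), and of 5 markers of intercalated cells 3 (adjusted p = 0.00374 from camera, and adjusted p = 0.153 with an estimated correlation). By chance alone a difference this large can be excluded, as 1 of 100 splits of the arrays, the real one, gave as many, but the highest other split gave 1076. That split exchanged CHO-free mouse TS32 and protein-free mouse TS49, and its sides lay 0.99 apart in the Gapdh 3' minus 5' difference, where the diets lay -0.50 apart (protein-free minus CHO-free), so the arrays also divide along RNA quality. Without TS32 the diets differed in 1745 probe sets, and with the Gapdh difference as a covariate in 846.

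Protein-free and fat-free kidneys differed in 109 probe sets, 65 higher and 44 lower on the protein-free diet, where the highest other split gave 19 and chance can be excluded (1 of 100 splits). The count was 47 without fat-free mouse TS38, and 72 without TS42 of that group or protein-free mouse TS52. Cyp24a1 (2.94) and Depp1 (1.93) were higher and Mfsd2a (-1.93) lower on the protein-free diet. Of 22 FOXO targets 2 were higher (adjusted p = 1.76e-06 from camera, and adjusted p = 0.0308 with an estimated correlation), and of 30 cell cycle genes 3 were lower (adjusted p = 1.35e-10 from camera, and adjusted p = 0.0275 with an estimated correlation). The effect of 30%DR differed from that of the CHO-free diet in 280 probe sets, 114 higher and 166 lower. The highest other split gave 0, which excludes chance among the diet mice only (1 of 100 splits). The SDS and Control mice were not exchanged, so chance among the controls was not tested. Slc38a3 (-3.49) and Cdkn1a (-1.88) were lower in this difference and Dbp (2.01) was higher. The adipocyte markers were lower in it, with a median of -1.23 (adjusted p = 0.00462 from camera, and adjusted p = 0.233 with an estimated correlation), and with their mean as a covariate the 280 were 118. The effect of 30%DR differed from that of the protein-free diet in 10 probe sets, 2 higher and 8 lower. The highest other split gave 1, which again excludes chance among the diet mice only (1 of 100 splits), with the controls left in place. Without SDS mouse TS56 the 280 were 142 and the 10 were 4, which became 19 without 30%DR mouse TS73 and 6 without each of TS76, TS78 and Control mouse TS27. The adipocyte markers were also lower in the difference between 30%DR and the protein-free diet, with a median of -0.91 (adjusted p = 0.000185 from camera, and adjusted p = 0.111 with an estimated correlation), and with their mean as a covariate the 10 were 11. The 2 genes of red blood cell precursors had a median of 1.64 in this difference, though 0 were called. For them camera gave adjusted p = 1.92e-07, and adjusted p = 0.0127 with an estimated correlation. With the Gapdh covariate the 10 were 27, and with array weights 29. The 10 include Pdk4 (-2.77), Slc22a26 (-2.60) and Arntl (-1.92). Control mouse TS29 had a median log2 value of 3.62, where the other 4 Control mice had 3.71 to 3.72. It was the 1 sample found far from the others in 45 groups of values tested, where chance gives 2.25.

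The 1627 DEPS of the CHO-free diet came from arrays whose Gapdh 3' minus 5' difference was higher than on every Control array. With this difference as a covariate 402 DEPS were called, 320 of them also without it, against 274 for the protein-free diet, and 1307 calls ended, 444 higher and 863 lower, because the median size of the log2 fold change went from 0.75 to 0.42 while the median standard error was 0.170 and 0.174. Without mice TS34 and TS35 there were 565 DEPS, 496 of them also called with these mice, against 360 for the protein-free diet, while leaving out TS34 alone gave 1029 and TS32 alone 2612. RNA quality and diet cannot be told apart for the calls that ended, since all CHO-free arrays lie on one side of all Control arrays. Of the 402, fasting called 244, and 243 of these had its direction (99.6%), against 527 of 547 without the covariate. A diet response shared with fasting is a hypothesis for these probe sets. This share does not decide it, as only probe sets called in both diets are counted.

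The 21 probe sets lower on the Control diet than on SDS chow are a difference that the paper does not report, and chance can be excluded (1 of 56 splits, where the highest other split gave 2), although the count was 2 without SDS mouse TS56, 4 without TS58, and 11, 6 and 11 without Control mice TS27, TS29 and TS30. With the mean of the adipocyte markers as a covariate 2 stayed called, both among the 8 probe sets that correlated with the markers at r under 0.3 across the 19 arrays of the other groups, and the median log2 fold change of these 8 was -0.96 with and -1.01 without the covariate, so that their lost calls go with a median standard error of 0.232 after 0.176 and not with a smaller change. None of the 5 of these with a symbol is on the fatty acid synthesis list, and neither explanation weighed here accounts for the 8 by these values. For the other 13, whose median went from -1.44 to -0.68, fat tissue taken along with the 3 SDS kidneys and a response of lipid synthesis to the diet (median of its other 12 genes -0.14 with the covariate, -0.24 without) cannot be told apart by the covariate, because the markers differ between exactly these groups. Within the groups of the 19 other arrays, these 13, with the marker Fabp4 among them, correlated with the markers at r from 0.42 to 0.90. The marker mean ran from 4.64 to 7.55 among the protein-free mice. Fat in the samples would give such values, but they do not exclude a response to the diet. Adipoq, the adiponectin gene, had -3.07 (adjusted p = 0.213 from limma).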

How the results depend on the processing

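In this part the covariates and the model without CHO-free mice TS34 and TS35 were chosen after seeing the data, as was every setting for the differences between diets and the leaving out of arrays for the overlaps, and the other settings before. Under a trended and robust prior, quantile normalization, median subtraction and the filter on dim probe sets, each count of DEPS stayed within 1.5 times the reported one. For the changes below the cause was not tested unless the setting itself shows it. Without a fold change minimum more probe sets pass by construction: 8850 for fasting, 673 for 30%DR, 763 for protein-free and 4680 for CHO-free, with overlaps of 462 (fasting and 30%DR), 506 (fasting and protein-free), 2334 (fasting and CHO-free), 146 (30%DR and protein-free), 280 (30%DR and CHO-free) and 274 (protein-free and CHO-free), 125 common to the protective diets, shares in the fasting direction of 76.6% (30%DR), 78.2% (protein-free), 77.1% (CHO-free) and 65.6% (fat-free), and 8063 and 4984 by rank product over 4 and 3 diets. Counting genes gives, by construction, 1108, 207, 190 and 725 in the same order, overlaps of 113, 113, 276, 48, 60 and 52, 33 in common, a share of 78.0% for 30%DR, and 280 and 188 by rank product. Against a fold change of 1.2, treat called 46 for 30%DR, 67 for protein-free, 321 for CHO-free and 2 for Control against SDS. With the Gapdh covariate the CHO-free DEPS were 402, their overlaps 244 with fasting, 46 with 30%DR and 33 with protein-free, the difference between 30%DR and protein-free 27, and the shares 87.4% (CHO-free) and 65.1% (fat-free). Without TS34 and TS35 the CHO-free DEPS were 565 and their overlaps 309, 70 and 57. With the adipocyte covariate 30%DR had 253 DEPS, overlaps of 131 with fasting, 38 with protein-free and 66 with CHO-free, 30 in common and a difference from CHO-free of 118, and Control against SDS had 2. With SDS and Control mice as one control group 30%DR had 903. Array weights gave 2 for fat-free, 43 for Control against SDS and 29 for the difference between 30%DR and protein-free. A model of the 2 groups alone gave 48 for Control against SDS. With the Control mice split, protein-free and CHO-free shared 34. On the components, all probe sets gave adjusted p = 0.381 (30%DR, protein-free, first), 0.0635 (30%DR, protein-free, second; CHO-free, first) and 0.381 with a reversed direction (CHO-free, second), and scaled probe sets 0.143 (30%DR), 0.0635 (protein-free) and 0.138 (CHO-free) on the second, from exact permutation tests. Leaving out 1 array at a time gave 2302 to 2585 for fasting, 144 to 416 for 30%DR, 253 to 431 for protein-free, 1029 to 2612 for CHO-free, 0 to 0 for fat-free and 2 to 25 for Control against SDS, differences of 829 to 1745 (protein-free and CHO-free), 47 to 98 (protein-free and fat-free), 142 to 352 (30%DR and CHO-free) and 4 to 19 (30%DR and protein-free), overlaps in the order above of 80 to 219, 142 to 231, 458 to 673, 26 to 85, 34 to 158 and 62 to 131, and 20 to 64 in common. The 30%DR count fell to 144 without SDS mouse TS56 and to 241 without TS58, CHO-free to 1029 without TS34, and it rose to 2612 without TS32. Control against SDS fell to 2, 4, 11, 6 and 11 without TS56, TS58, TS27, TS29 and TS30. Without TS56 the overlaps of 30%DR were 80 with fasting, 26 with protein-free and 34 with CHO-free, and 20 were in common. Without TS58 they were 128 with fasting and 53 with CHO-free, and they were 68 with CHO-free without TS55, while protein-free and CHO-free shared 131 without TS54. The differences moved without TS32 (1745), TS38 (47), TS42 and TS52 (72 each), TS56 (142 and 4), TS73 (19), and TS76, TS78 and TS27 (6 each). Of 74 called gene groups, 68 lost the call with an estimated correlation, 30 with fry, 7 with the mean of all probe sets and 28 without some array, and none changed direction. Of 368 called changes of named genes, 72 lost the call with the Gapdh covariate, 12 with quantile normalization and 121 without some array, and of the 232 of them tested in a model of the 2 groups alone 40 did, and none changed direction. Of simulated changes of 2-fold 95.5% to 100% were called, and what dim signal takes from this was not tested apart from the filter named above. No paired analysis was possible because each mouse gave 1 kidney sample and no pairing is stated.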

Differences from the paper's values

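In this part 1 setting was chosen after seeing the data, the wider removal of CHO-free probe sets. After removal of the CHO-free DEPS, the paper's reported value for the meta-analysis of the 3 protective diets is 140 DEPS, and 386 were found here. Of the alternatives set before the data were examined, genes instead of probe sets gave 188, which is within 1.5 times the paper's value, while no fold change minimum (4984) and only probe sets of brighter signal (373) are not. Removing all CHO-free probe sets with a false discovery rate under 5%, whatever their fold change, left 310, a setting chosen after seeing the values. The other 33 of 34 counts, overlaps and factors compared were within 1.5 times the paper's.

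The paper states that the control diets did not differ in their profiles, and here 21 probe sets were lower on the Control diet than on SDS chow at the paper's thresholds. It reports lower mTOR after 14-day 30%DR and on the protein-free diet, on a scale that it does not name. Beside mTOR it gives a value for MTORC1, which is a complex, so its values may not all be mRNA changes. The array values that follow are mRNA and need not measure the same thing. Here the brightest Mtor probe set had 0.05 and 0.03 in these diets, not called. The 2 others had -0.12 and 0.19 after 30%DR, and -0.37 (adjusted p = 0.164 from limma) and -0.17 on the protein-free diet. After fasting the paper also reports lower mTOR, and the brightest probe set had this direction here, with -0.56 (adjusted p = 0.00121 from limma). This is below the fold change of a DEPS, and the others had -0.17 and -0.08. For the CHO-free diet it reports higher mTOR, and here Mtor had 0.46 (adjusted p = 0.118 from limma). In the heat map of the paper the CHO-free diet clusters least with the other diets. It also joined last before fasting here, but of the 4 diets it lay nearest to fasting, at a distance of 36.9. The paper reports the eIF2α transcription factor as higher after fasting only. It states that Gcn2 and other targets of the eIF2α pathway were not differentially regulated in any diet. Here Eif2ak4 was not called either, with 0.26 after fasting, and 8 of 25 ATF4 targets were called higher after fasting. The paper does not name the targets it counted, so these need not be the same genes. It names retinoid X receptor and pregnane X receptor among the receptors that were prominently higher, a statement that follows its pathway analysis. The values here are mRNA of the receptor genes, another measure, so they do not test that statement. Neither Rxra (0.16 after fasting) nor Nr1i2 (0.20) was called in any diet. Ppara was called after fasting and, in 2 of its probe sets, on the CHO-free diet (0.83 and 0.86). By PCR, another method than the arrays, the paper found Foxo1 higher in each of its diets other than the fat-free one, and here its brightest probe set had 0.11 after fasting, -0.02 after 30%DR, 0.06 on the protein-free and -0.03 on the CHO-free diet, and was not called. In Table S1 all probe sets are given as common to the protective diets, and here 27 of 37 were called in all 3.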

Other observations

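In this part the tests of the clock's phase and of the time of day were chosen after the values had been seen. In fasted kidneys, members of further gene groups were called. The 2 measured genes of red blood cell precursors were lower, as were 2 of 4 markers of the distal convoluted tubule. Of 10 markers of the proximal tubule, 1 was higher and 3 lower. Of 11 genes that glucocorticoids induce, 6 were higher, 0 lower and 5 did not pass the test (6 and 0 when adjusted over the list alone), with adjusted p = 1.54e-05 from camera, and adjusted p = 0.144 with an estimated correlation. Per1 had 1.85 and Cebpd, a transcription factor of the acute phase, 1.35. Of 6 androgen-dependent kidney genes, 0 were higher, 4 lower and 2 did not pass the test (0 and 4 when adjusted over the list alone), with adjusted p = 8.18e-05 from camera, and adjusted p = 0.0663 with an estimated correlation, among them Gusb, the lysosomal glucuronidase, with -1.19. After 30%DR, 0 were higher, 2 lower and 4 did not pass the test (0 and 3 when adjusted over the list alone), with adjusted p = 5.63e-05 from camera, and adjusted p = 0.0906 with an estimated correlation, and Gusb had -0.84, with 1 called when the adipocyte markers were a covariate. Of 15 interferon-stimulated genes, 0 were higher, 5 lower and 10 did not pass the test (0 and 5 when adjusted over the list alone) after fasting, with adjusted p = 8.16e-06 from camera, and adjusted p = 0.207 with an estimated correlation, among them the GTPase genes Gbp2 with -1.25 and Iigp1 with -1.25. Of 21 genes of the extracellular matrix, 1 was higher, 7 lower and 13 did not pass the test (1 and 7 when adjusted over the list alone), with adjusted p = 0.000188 from camera, and adjusted p = 0.197 with an estimated correlation, and Fn1, the fibronectin gene, had -1.10. Of 35 genes of amino acid catabolism, 5 were higher, 2 lower and 28 did not pass the test (5 and 2 when adjusted over the list alone), with adjusted p = 0.124 from camera, and Bcat1, which starts the breakdown of branched-chain amino acids, had -2.84.

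On the CHO-free diet, the ER folding genes Manf (-1.10) and Hspa5 (-0.71) were lower. Of 20 such genes, 0 were higher, 3 lower and 17 did not pass the test (0 and 4 when adjusted over the list alone), with adjusted p = 4.29e-05 from camera, and adjusted p = 0.373 with an estimated correlation, and with the Gapdh covariate 0 were called. Of 30 proteasome subunits, 0 were higher, 3 lower and 27 did not pass the test (0 and 3 when adjusted over the list alone), with adjusted p = 0.00231 from camera, and adjusted p = 0.392 with an estimated correlation, and 0 with the covariate. Of 7 markers of collecting duct principal cells, 0 were higher, 0 lower and 7 did not pass the test (0 and 0 when adjusted over the list alone), with a median of 0.38 and adjusted p = 0.00877 from camera, and adjusted p = 0.373 with an estimated correlation. Markers of the adrenal gland were not called in any diet (0 of 7 after fasting, adjusted p = 0.798 from camera), and neither were those of the endothelium (0 of 9, adjusted p = 0.853). Foxo4 and Hnf4a, transcription factor genes that the paper measured by PCR, were not called in their brightest probe sets. Foxo4 had 0.10 after fasting, -0.04 after 30%DR, 0.36 on the protein-free and 0.33 on the CHO-free diet. Hnf4a had 0.02, -0.09, 0.10 and 0.08 in the same order, and 1 other probe set was called on the CHO-free diet with -1.38.

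The clock genes measured after 30%DR include those that peak with Arntl and those that peak with Dbp. Of 15 such genes, called or not, 13 had a log2 fold change with the sign of their set, negative in 4 of 5 of the Arntl set and positive in 9 of 10 of the Dbp set, while 8 clock genes were called higher and 3 lower. The sign of their set was found for 15 of the 15 after fasting, 13 on the protein-free, 12 on the CHO-free and 13 on the fat-free diet, where 0 probe sets were called. Differences in RNA quality are argued against, as 11 of 11 called clock genes stayed called with the Gapdh covariate. A shift in the phase of the kidney clock stays open, since the fat-free diet gave the same count of signs and the count decides nothing. Killing of the 30%DR mice and their controls at different times of day stays open too, since 0 sample labels give a time. The paper gave the 30%DR mice their food at a set time each day, while their controls fed ad libitum. Feeding time thus differed between these groups by design and was not told apart from the amount of food.

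Other splits of the same arrays into groups of the same sizes were counted for each diet. Chance can be excluded for fasting (2398 DEPS, highest other split 1, 1 of 100 splits as large), for 30%DR (415, highest other 192, 1 of 56), for the protein-free diet (333, highest other 8, 1 of 100) and for the CHO-free diet (1627, highest other 802, 1 of 100). The highest other split of the CHO-free diet exchanged CHO-free mouse TS32 and Control mouse TS28. That of 30%DR exchanged SDS mice TS55, TS56 and TS58 and 30%DR mice TS75, TS77 and TS78. Its sides lay -0.72 apart in the Gapdh 3' minus 5' difference, where the 30%DR and SDS mice lay 0.32 apart. For the fat-free diet the real count was 0, which 100 of 100 splits reach whatever they give (highest other split 8), so the splits say nothing there.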
